# The histone H3 variant H3.3 regulates gene body DNA methylation in *Arabidopsis thaliana*

**DOI:** 10.1186/s13059-017-1221-3

**Published:** 2017-05-18

**Authors:** Heike Wollmann, Hume Stroud, Ramesh Yelagandula, Yoshiaki Tarutani, Danhua Jiang, Li Jing, Bhagyshree Jamge, Hidenori Takeuchi, Sarah Holec, Xin Nie, Tetsuji Kakutani, Steven E. Jacobsen, Frédéric Berger

**Keywords:** H3.3, Histone variants, H2A.Z, Linker histone H1, DNA methylation, Chromatin

## Abstract

**Background:**

Gene bodies of vertebrates and flowering plants are occupied by the histone variant H3.3 and DNA methylation. The origin and significance of these profiles remain largely unknown. DNA methylation and H3.3 enrichment profiles over gene bodies are correlated and both have a similar dependence on gene transcription levels. This suggests a mechanistic link between H3.3 and gene body methylation.

**Results:**

We engineered an H3.3 knockdown in *Arabidopsis thaliana* and observed transcription reduction that predominantly affects genes responsive to environmental cues. When H3.3 levels are reduced, gene bodies show a loss of DNA methylation correlated with transcription levels. To study the origin of changes in DNA methylation profiles when H3.3 levels are reduced, we examined genome-wide distributions of several histone H3 marks, H2A.Z, and linker histone H1. We report that in the absence of H3.3, H1 distribution increases in gene bodies in a transcription-dependent manner.

**Conclusions:**

We propose that H3.3 prevents recruitment of H1, inhibiting H1’s promotion of chromatin folding that restricts access to DNA methyltransferases responsible for gene body methylation. Thus, gene body methylation is likely shaped by H3.3 dynamics in conjunction with transcriptional activity.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1221-3) contains supplementary material, which is available to authorized users.

## Background

Two major types of histone H3 variants evolved in multicellular eukaryotes, H3.1 and H3.3, distinguished by a few amino acid residues as well as their expression patterns and modes of deposition by distinct chaperones [1–3]. While H3.1 expression is coupled to DNA replication, H3.3 expression occurs throughout the cell cycle [4]. H3.3 is a crucial chromatin component required for development in *Drosophila* [5, 6], mouse [7], and *Xenopus* [8]. Notably H3.3 and HIRA are required for reprogramming events during development in animals [9–13] and plants [14, 15].

H3.3 is associated with actively expressed genes in both animals and plants [4, 16–19]. More specifically, genome-wide analysis of chromatin immunoprecipitation (ChIP) in several model organisms, including plants, showed that H3.3 is predominantly enriched near transcription end sites (TES) of genes and positively associated with transcription [18–21], suggesting a direct mechanistic link between H3.3 enrichment and transcription. This distinctive pattern of H3.3 over genes overlaps with the enrichment of RNA polymerase II (RNAPII) [19, 21]. However, H3.3 knockdown has a limited impact on transcription in *Drosophila* [5] and mouse embryonic stem cells (mESCs) [22]. Thus, the functional relationship between H3.3 enrichment and transcriptional activity remains unresolved.

Transcriptional activity has also been related to DNA methylation on gene bodies in mammals, *Arabidopsis*, and other plants [23–25]. In mammals, gene body methylation is maintained by the recruitment of DNA methyltransferase by H3K36me3 [26]. In mammals, H3.3K36me3 is positively correlated with transcriptional activity, elongation, and splicing [27], thus providing a potential mechanism to explain the link between transcription and gene body methylation. However, the prevalence and overall shape of the profile of gene body methylation observed in mammals is not present in other animal groups. In the plant lineage, gene body methylation is largely absent in green algae and bryophytes but is present in most vascular plants [28–31]. In *Arabidopsis*, the similarity between the profiles of gene body methylation and enrichment of H3.3 suggests a link but the mechanism involved remains unknown. To investigate this question, we engineered *Arabidopsis* lines deficient in H3.3 and report decreased gene body methylation in these lines. We further identify that H3K36 methylation and other transcription-related H3 modifications do not play a role in gene body methylation. Instead, we show that H3.3 prevents the deposition of the linker histone H1 on gene bodies, and relaxes chromatin in correlation with transcriptional activity. We propose that this action of H3.3 promotes access to DNA methyltransferase and explains the origin of the transcription-dependent profile of gene body methylation in *Arabidopsis*.

## Results

### H3.3 impacts plant development

In *Arabidopsis* H3.3 is encoded by three *HISTONE 3 RELATED* (*HTR*) genes, *HTR4* (At4g40030), *HTR5* (At4g40040), and *HTR8* (At5g10980), which are highly expressed throughout development [14, 32]. To obtain a knockout line devoid of *H3.3* genes we combined T-DNA insertion lines to generate the double mutant combinations *htr4/htr8* and *htr5/htr8*, which were phenotypically normal despite the absence of the respective full length transcripts (Additional file 1: Table S1; Additional file 2: Figure S1a, b). To obtain a complete H3.3 knockout mutant, we designed a CRISPR/Cas9-based approach to functionally delete both HTR4 and HTR5 (Additional file 1: Tables S1 and S2; Additional file 2: Figure S1c). *htr4;htr5* double homozygous mutants were crossed to *htr8*; however, we were not able to isolate triple homozygous plants (Additional file 2: Figure S1d). Reciprocal crosses suggested that the knockout of H3.3 impaired male gametogenesis and caused embryo lethality (Additional file 2: Figure S1d). We concluded that it would be impossible to obtain somatic tissues completely devoid of H3.3 using this strategy.

As an alternative, to effectively reduce levels of *H3.3* transcripts in vegetative tissues we combined the alleles *htr4* and *htr8* with artificial microRNAs (amiRNAs) targeting *HTR5* (Additional file 1: Table S2; Additional file 2: Figure S2a). We constructed two amiRNAs (*amiR-HTR5-I/II*) targeting different regions of the *HTR5* transcript and introduced them into plants segregating from *htr4/+;htr8/htr8* plants. In contrast to double homozygous *htr4/htr4;htr8/htr8* plants that looked similar to wild type (WT; Additional file 2: Figure S2b), *htr4/htr4;htr8/htr8* plants that carried either *amiR-HTR5-I* or *amiR-HTR5-II* (collectively referred to as *h3.3kd* lines) showed serration of leaf margins, reduced growth, and partial sterility (Fig. 1a; Additional file 1: Table S2; Additional file 2: Figure S2b, c). Transcriptome analyses by RNA-seq revealed that *HTR5* transcript levels were reduced in *h3.3kd* plants (Additional file 2: Figure S2d). As a control, the introduction of an *amiR-HTR5-II* resistant version (*rH3.3)* into *h3.3kd* led to the partial rescue of the phenotypic defects observed in *h3.3kd* plants (Additional file 1: Table S2; Additional file 2: Figure S2b, c), confirming that H3.3 knockdown was responsible for the morphological defects observed in *h3.3kd* plants. We noted that serrated leaf margins are prominent in mutants for the H3.3 chaperone complex [15]. Transcriptome analyses in *h3.3kd* plants revealed that the reduction of transcript levels of the three *H3.3* genes caused increased levels of three out of five *H3.1* genes, while the expression levels of genes putatively involved in H3 deposition were not significantly misregulated (Additional file 1: Table S3; Additional file 2: Figure S2d). Because we did not observe any phenotypes in plants overexpressing H3.1-GFP [14], it appears unlikely that phenotypes observed in *h3.3kd* plants resulted from the increased expression of H3.1 variants. Overall, the loss of H3.3 dosage relative to the total pool of H3 led to pleiotropic phenotypic defects, while a complete loss of H3.3 caused lethality. Thus, H3.3 is an essential, non-redundant component of plant chromatin.

**Fig. 1:**
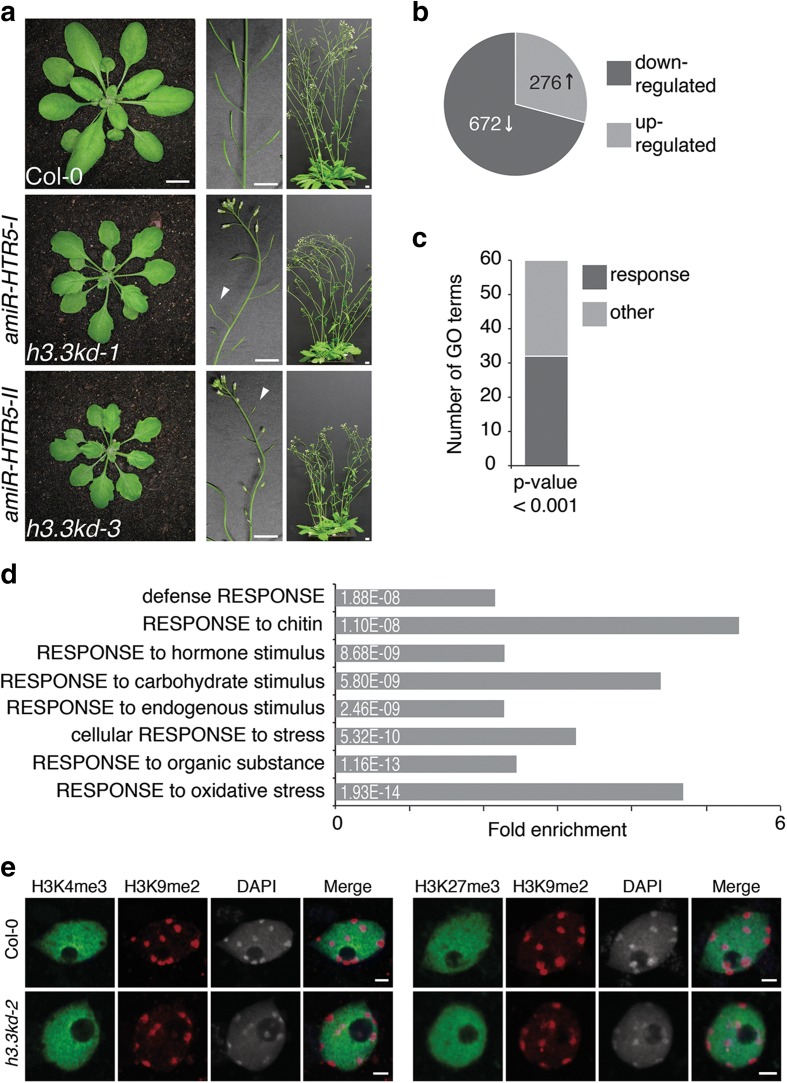
Knockdown of H3.3 causes various phenotypic defects and misregulation of response genes. **a** The impact of H3.3 knockdown on plant growth and development includes serrated leaf shape and smaller rosette size (*left panel*), partial sterility (*middle panel*) and reduced height (*right panel*) of flowering transgenic *h3.3kd* plants compared to wild type (*Col-0*). WT control plants (*top row*) are shown with two independent transgenic lines, both double homozygous for *htr4* and *htr8* (*htr4/htr8*) alleles with either *pHTR5-amiR-HTR5-I* (*middle row*; *h3.3kd-1*) or *pHTR5-amiR-HTR5-II* (*bottom row*; *h3.3kd-3*) artificial miRNAs. **b** The total number of significantly up- and downregulated genes in RNA-seq data from *h3.3kd-3* compared to WT plants. **c** Summary of the Gene Ontology (GO) analysis of misregulated genes in *h3.3kd-3* compared to WT. The bar graph represents the number of response related GO terms compared to others with *p* values less than 0.001. **d** Enrichment and *p* values for selected GO terms. The complete list can be found in Additional file 5. **e** Chromatin localization of H3K4me3, H3K27me3, and H3K9me2 in WT Col-0 and *h3.3kd-2* plants as detected by immunofluorescence in nuclei isolated from mature leaves. DAPI staining shown in *grey*

### Impact of *h3.3kd* on transcription

H3.3 knockdown caused a variety of developmental defects in plants, suggesting transcription misregulation. We assessed the impact of H3.3 knockdown on transcription using RNA-seq analysis. To minimize secondary effects of H3.3 knockdown on transcription from differences in development, we used WT and *h3.3kd* plants at the seedling stage, where phenotypic defects of *h3.3kd* are less severe. Over 900 genes were significantly misexpressed in *h3.3kd* (Fig. 1b; Additional files 3 and 4), with the majority being downregulated. However, the transcriptional changes in *h3.3kd* were not tightly correlated with enrichment of H3.3 in WT over promoters and/or gene bodies (Additional file 1: Table S4). Hence, although there is a clear correlation between transcriptional activity and H3.3 enrichment over bodies of active genes [18, 19] and promoters [17], H3.3 might not be directly required for transcription.

Gene expression is associated with specific chromatin modifications of histone H3. To investigate the global chromatin architecture in *h3.3kd* we performed immunofluorescence staining. Euchromatin marked by H3K4me3 and H3K27me3 and heterochromatin marked by H3K9me2 showed similar patterns in nuclei from WT and *h3.3kd* leaves (Fig. 1e). Thus, global chromatin organization remained intact in *h3.3kd*. H3K4me3 and H3K36me3 accompany transcriptionally active genes [33]. We compared the profiles of these modifications in WT and *h3.3kd* across gene bodies and observed very little impact on the H3K4me3 profile, consistent with the fact that H3.3 is not enriched at the 5′ end of genes (Additional file 2: Figure S3a). However, we found that H3K36me3 profiles were affected by the loss of H3.3 (Additional file 2: Figure S3b). 

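Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was done on seedlings of WT and *h3.3kd*, the line that combines the *htr4* and *htr8* insertions with an artificial microRNA against *HTR5*. The text of the paper does not name which *h3.3kd* line was used. Each genotype was profiled with 5 antibodies, against H3, H3K4me3, H3K36me3, the histone variant H2A.Z and the linker histone H1, in 2 replicates, which makes 20 libraries. The authors' files list the position of each uniquely mapped read left after the removal of reads at the same coordinates, without normalization, so the depth of a library is the number of reads listed. For H3, replicates 1 and 2 had 15008577 and 8688846 reads in WT and 15544533 and 15363492 in *h3.3kd*. For H3K4me3 there were 26280291 and 53927583 reads in WT and 21004780 and 59510220 in *h3.3kd*, and for H3K36me3 27138447 and 18221156 reads in WT and 10829576 and 13413898 in *h3.3kd*. For H2A.Z there were 19017073 and 49774442 reads in WT and 26222237 and 68090065 in *h3.3kd*, and for H1 28774107 and 18294234 reads in WT and 21294248 and 16626363 in *h3.3kd*. In both genotypes, replicate 2 of H3K4me3 and of H2A.Z is listed without strand or organelle reads, with up to 2 reads per position. Differences between genotypes are therefore also given between the replicate 1 libraries and between the replicate 2 libraries.

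Reads were divided by the total of their library, and each mark was set against the H3 library of the same genotype and replicate number, as log2 of the mean mark density over the mean H3 density. The means were taken over the 26199 protein-coding genes of at least 500 bp, from the annotation of TAIR10.1, whereas the authors mapped to TAIR10; no read runs past a chromosome end of TAIR10.1. The 5′ part of a gene is its first 25%, the 3′ part its last 50%, and the promoter a stretch of 25% of the gene length before the TSS. Values are means ± SD of 2 libraries. With 2 libraries against 2 there are 6 splits, and the smallest p that an exact two-sided permutation test can give is 0.333. The H3 libraries, which are the denominators, had different shapes. The log2 of H3 density in the promoter over that in the 3′ part was -0.55 in WT replicate 1 and 0.011 in WT replicate 2, against -0.46 and -0.69 in *h3.3kd*. After this difference was seen, replicate 1 of H3 was also used as the denominator of both replicates of a genotype.

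**Figure D1:**
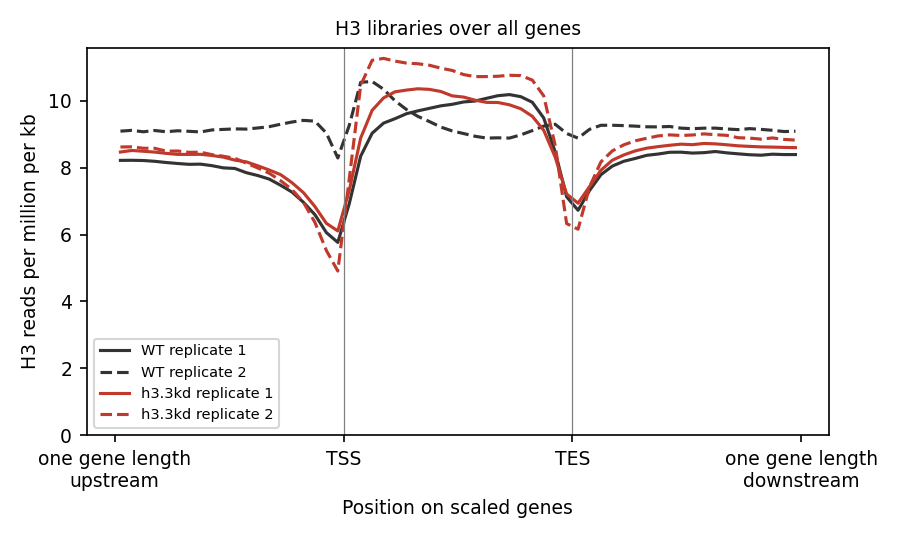
Mean H3 density over scaled genes and flanks of the same length in each of the 4 H3 libraries, in reads per kb of a library scaled to 1000000 reads, in 20 bins per section. WT replicate 2 lacks the dip before the TSS that the other H3 libraries have.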

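The reads at the targeted genes were compared first, because they check which libraries come from *h3.3kd*. *HTR4* (AT4G40030) lies on chromosome 4 of TAIR10.1 from 18555532 to 18557106, on the minus strand. At the 46 positions from 18555919 to 18555964, in the coding part of exon 4 of 4, the 10 *h3.3kd* libraries had 0 reads with their leftmost base there, and the 10 WT libraries had 238, between 4 and 80 each. *HTR8* (AT5G10980) lies on chromosome 5 from 3472405 to 3473570, on the minus strand. At the 95 positions from 3472947 to 3473041, in exon 2 of 3 and an intron, the *h3.3kd* libraries had 0 reads and the WT libraries 499, between 12 and 171 each. Both stretches came from a scan for positions without reads that was chosen after the reads had been examined. Over the whole of *HTR4*, 6441 reads in WT stood against 5545 in *h3.3kd* (log2 -0.23, as shares of all reads, higher in 1 of 10 pairs of libraries of the same antibody and replicate number), and over *HTR8* 4216 against 3867 (log2 -0.14, higher in 3 of 10 pairs).

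*HTR5* (AT4G40040), the target of the artificial microRNA, lies on chromosome 4 from 18557149 to 18558945, on the minus strand. Over the gene, 6738 reads in WT stood against 8470 in *h3.3kd* (log2 0.31, higher in 8 of 10 pairs, which ran from -0.65 to 1.25). The transgene carries an *HTR5* promoter, so the 1 kb upstream of the gene, from 18558946 to 18559945, should have more reads in *h3.3kd*. It had more in all 10 pairs, by a log2 of 0.33 to 1.02, with 3665 reads in WT and 5651 in *h3.3kd*. The microRNA precursor gene that matches the primers of the artificial microRNA, AT4G23713, on chromosome 4 from 12352942 to 12353145, also had more reads in 10 of 10 pairs, by 0.085 to 1.58. Each of the 10 libraries labelled *h3.3kd* had no read at either of the stretches in *HTR4* and *HTR8*, and each of the 10 labelled WT had reads at both.

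**Figure D2:**
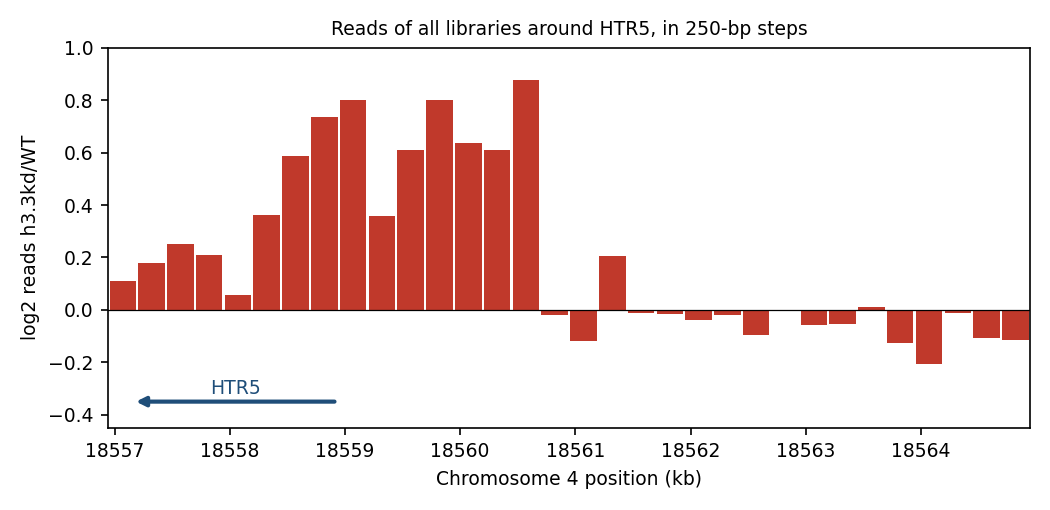
Log2 of the share of all reads in *h3.3kd* over that in WT, all libraries added up, in steps of 250 bp from *HTR5* to the genes upstream of it on chromosome 4 of TAIR10.1. Bars near the TSS and upstream of it reach 0.88, and the rise ends 1750 bp upstream of the TSS.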

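Over the 5′ part of all genes, log2 H3K4me3/H3 was 0.79 ± 0.0055 (SD, n = 2) in WT and 0.81 ± 0.014 (SD, n = 2) in *h3.3kd*, a difference of 0.016. The difference was 0.010 between the replicate 1 libraries and 0.022 between the replicate 2 libraries, and both *h3.3kd* values lay above both WT values (exact two-sided permutation test, p = 0.333, the smallest possible). Without the H3 denominator it was 0.083, the largest shift of any setting tried. It changed sign with the pooled H3 libraries of a genotype as denominator (-0.012) and with replicate 1 of H3 as denominator (-0.020). Over the 3′ part, the values were 0.00073 ± 0.12 (SD, n = 2) in WT and -0.046 ± 0.079 (SD, n = 2) in *h3.3kd*. Here the difference of -0.046 combined 0.091 between the replicate 1 libraries with -0.18 between the replicate 2 libraries, and the genotypes overlapped (exact two-sided permutation test, p = 0.667). It was positive without WT replicate 2 (0.036), without *h3.3kd* replicate 2 (0.0092), without the H3 denominator (0.016), over the last 25% of the gene (0.040) and with replicate 1 of H3 as denominator (0.042).

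Gene by gene, limma with Benjamini-Hochberg adjustment called 0 of 25892 genes with at least 10 reads per window on average at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 838 genes higher and 267 lower in *h3.3kd*, against 48 higher and 70 lower without the H3 denominator and 1181 higher and 1696 lower with replicate 1 of H3 as denominator. The 838 and 267 together are fewer than that threshold gives by chance, and genes that share libraries can shift together. Such unadjusted numbers, here and below, describe direction only. Limma-voom on the read counts called 0. The number of genes called depended on single libraries, with 1393 genes called without WT replicate 1, 81 without WT replicate 2, 12 without *h3.3kd* replicate 1 and 1 without *h3.3kd* replicate 2. With the pooled H3 denominator 346 were called, and with replicate 1 of H3 420. In these settings both replicates of a genotype share a denominator, so its noise is missing from the spread between replicates.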

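Over the 5′ part of all genes, log2 H3K36me3/H3 was 0.65 ± 0.0091 (SD, n = 2) in WT and 0.78 ± 0.21 (SD, n = 2) in *h3.3kd*, with 0.93 in replicate 1 and 0.63 in replicate 2 of *h3.3kd*. The difference between the genotypes of 0.13 came from the replicate 1 libraries (0.27) and was absent between the replicate 2 libraries (-0.013), so it did not stand out from the spread between replicates (exact two-sided permutation test, p = 1). Without *h3.3kd* replicate 1 the difference was -0.019, and without *h3.3kd* replicate 2 it was 0.28. The mean of log2 ratios taken gene by gene gave -0.041.

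In the same windows, limma with Benjamini-Hochberg adjustment called 2 of 25819 genes, both lower in *h3.3kd*, and limma-voom called 0. At an unadjusted p under 0.05, 324 genes were higher and 546 lower, which turned to 543 higher and 268 lower without the H3 denominator and was 850 higher and 1927 lower with replicate 1 of H3. AT5G42280, on chromosome 5 from 16905202 to 16908059 on the minus strand, encodes a cysteine/histidine-rich C1 domain protein. Its log2 H3K36me3/H3 was 0.75 and 1.17 in WT and -1.25 and -0.78 in *h3.3kd*, a log2 fold change of -1.97 (standard error 0.36, adjusted p = 0.00135 from limma) with 140 reads per window on average. It was called in 13 of 17 alternative settings, and not without the filter on low windows, by limma-voom, without WT replicate 2 (adjusted p = 0.948 from limma) or without *h3.3kd* replicate 1 (adjusted p = 0.237 from limma). Over all alternatives its adjusted p ran from 2.85e-05 to 0.983. AT1G75945, on chromosome 1 from 28515245 to 28515916 on the minus strand, encodes an uncharacterized protein and had 24 reads per window, below the minimum of 50 for genes to be named; it was chosen after its values were seen, because only it and AT5G42280 were called. Its log2 fold change was -1.80 (standard error 0.34, adjusted p = 0.0016 from limma), and it was called in 10 of 17 alternative settings. The 7 that lost it were no H3 denominator, a pseudocount of 0.5, thinned reads, no filter on low windows, limma-voom, and leaving out WT replicate 2 (adjusted p = 1.00 from limma) or *h3.3kd* replicate 2 (adjusted p = 0.078 from limma). The number of genes called was 23 without WT replicate 1, 22 without *h3.3kd* replicate 2, 5 without WT replicate 2 and 3 without *h3.3kd* replicate 1. It was 39 after a correction for GC content and 234 with replicate 1 of H3 as the shared denominator.

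**Figure D3:**
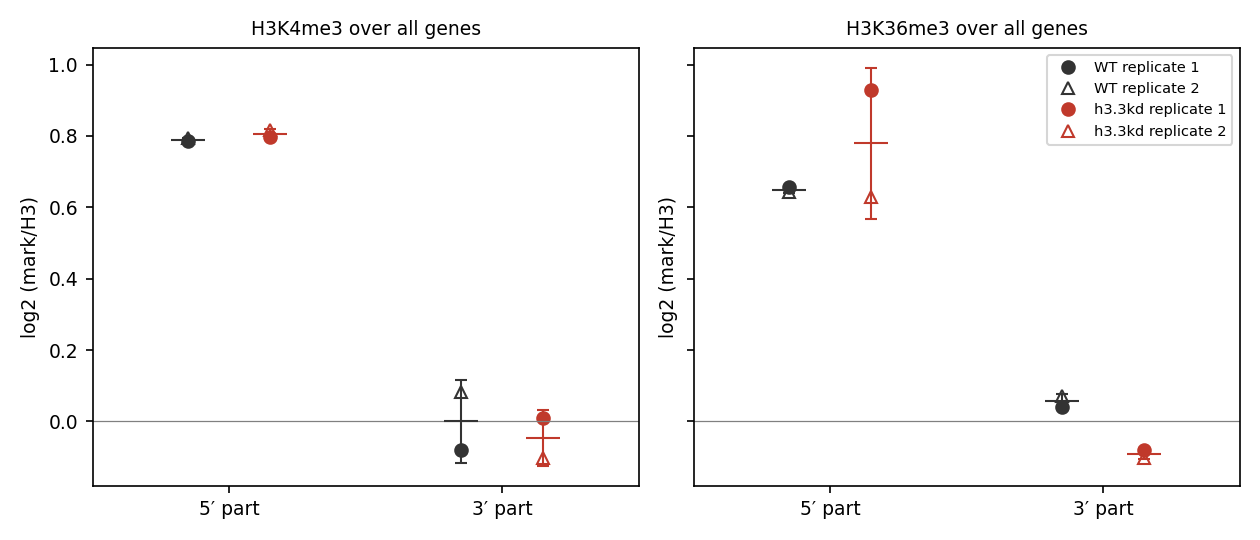
Log2 H3K4me3/H3 and log2 H3K36me3/H3 over the 5′ part and the 3′ part of all genes in WT and *h3.3kd*; each point is 1 replicate and each bar across is the mean of 2. H3K36me3 over the 5′ part of *h3.3kd* spans 0.63 to 0.93.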

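The genes that the paper lists as downregulated in *h3.3kd* (Additional file 3) number 675, of which 672 remain without *HTR4*, *HTR5* and *HTR8* and 655 are protein-coding genes of at least 500 bp. Over the promoters of these 655 genes, log2 H3K36me3/H3 was -0.45 ± 0.29 (SD, n = 2) in WT and -0.45 ± 0.23 (SD, n = 2) in *h3.3kd*. The difference of 0.0011 is the mean of a fall between the replicate 1 libraries (-0.37) and a rise between the replicate 2 libraries (0.37), and the genotypes overlapped (exact two-sided permutation test, p = 1). It changed sign without WT replicate 2 (-0.20) and without *h3.3kd* replicate 2 (-0.16). It was also negative without the H3 denominator (-0.31), with the pooled H3 denominator (-0.055), as the mean of log2 ratios per gene (-0.12) and over 500 bp before the TSS (-0.055). The same held with reads thinned to the smallest library (-0.0088), with reads moved by 75 bp (-0.0034) and with replicate 1 of H3 as denominator (-0.42).

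Gene by gene, the mean change of the 642 listed genes with enough reads was -0.12, against -0.024 for the other 24994 genes, below each of 10000 random lists matched on WT level. This comparison describes these libraries, since genes are not replicates. Limma's camera, which sets the list against other genes, gave an adjusted p = 0.227 over the 5 list tests (unadjusted 0.0453). Limma's fry, which estimates the correlation between genes, gave 0.763, but it tests the list alone and not against other genes. Without WT replicate 1, WT replicate 2, *h3.3kd* replicate 1 and *h3.3kd* replicate 2 in turn, the mean change was 0.11, -0.36, 0.13 and -0.38, with unadjusted camera values of 0.545, 0.00939, 0.677 and 0.000945 and fry values of 0.842, 0.571, 0.797 and 0.521.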

Promoters of genes downregulated in *h3.3kd* versus WT showed reduced levels of H3K36me3 (Additional file 2: Figures S3d). In contrast, upregulation of genes in *h3.3kd* versus WT correlated with elevated H3K36me3 levels at the 5′ end of genes over gene bodies (Additional file 2: Figure S3f). In contrast to H3K36me3, the levels and profiles of H3K4me3 did not accompany changes in transcriptional activity (Additional file 2: Figure S3c, e).

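Of the 277 genes listed as upregulated (Additional file 4), 264 are protein-coding genes of at least 500 bp. Their log2 H3K36me3/H3 over the 5′ part was 0.25 ± 0.13 (SD, n = 2) in WT and 0.40 ± 0.081 (SD, n = 2) in *h3.3kd*, a difference of 0.15. Between the replicate 1 libraries it was 0.29 and between the replicate 2 libraries 0.00047, so 1 pair of libraries carried it, although both *h3.3kd* values lay above both WT values (exact two-sided permutation test, p = 0.333, the smallest possible). Without WT replicate 1 it fell to 0.058 and without WT replicate 2 it was 0.24. The mean change gene by gene was 0.014 and the median 0.051, against a mean of -0.041 for the other genes, above each of 10000 random lists matched on WT level. Camera gave an adjusted p = 0.308 from limma over the 5 list tests (unadjusted 0.216) and fry 0.917. With WT replicate 1, WT replicate 2, *h3.3kd* replicate 1 and *h3.3kd* replicate 2 left out in turn, the mean change gene by gene was -0.082, 0.11, 0.082 and -0.054, camera gave unadjusted values of 0.618, 0.00146, 0.0126 and 0.821, and fry 0.614, 0.524, 0.708 and 0.803.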

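For H3K4me3, the promoters of the downregulated genes had a log2 H3K4me3/H3 of -0.50 ± 0.58 (SD, n = 2) in WT and -0.23 ± 0.048 (SD, n = 2) in *h3.3kd*. The wide spread in WT comes from -0.088 in replicate 1 and -0.91 in replicate 2, and the difference of 0.27 from -0.17 between the replicate 1 libraries and 0.71 between the replicate 2 libraries (exact two-sided permutation test, p = 1). It was negative without WT replicate 2 (-0.14), without the H3 denominator (-0.044) and with replicate 1 of H3 as denominator (-0.15). Over the 5′ part of the same genes the difference was 0.035, -0.033 and 0.10 within replicates 1 and 2, and it turned negative without WT replicate 2 (-0.035) and with replicate 1 of H3 (-0.069). Over the 5′ part of the upregulated genes it was 0.082, 0.093 and 0.070 within replicates 1 and 2, with both *h3.3kd* values above both WT values (exact two-sided permutation test, p = 0.333, the smallest possible).

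In limma's camera none of these 3 lists passed the threshold over the 5 list tests. The adjusted p was 0.308 for promoters of downregulated genes, whose mean change of 0.25 lay below that of other genes (0.27). It was 0.67 for the 5′ part of downregulated genes and 0.308 for that of upregulated genes. Among 10000 random lists matched on WT level, the mean changes lay at percentiles 3.8, 98.52 and 99.43, in the same order. That comparison describes these libraries, since genes are not replicates. Fry, which tests the list alone, gave unadjusted values of 0.672, 0.904 and 0.0388 in the same order, of which only the last is under 0.05. Unadjusted camera values without the H3 denominator were 0.00166 and 0.000224 for the downregulated genes, lower than other genes in both regions, and 8.66e-06 for the upregulated genes, higher than other genes, while fry gave 0.765, 0.796 and 0.269.

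**Figure D4:**
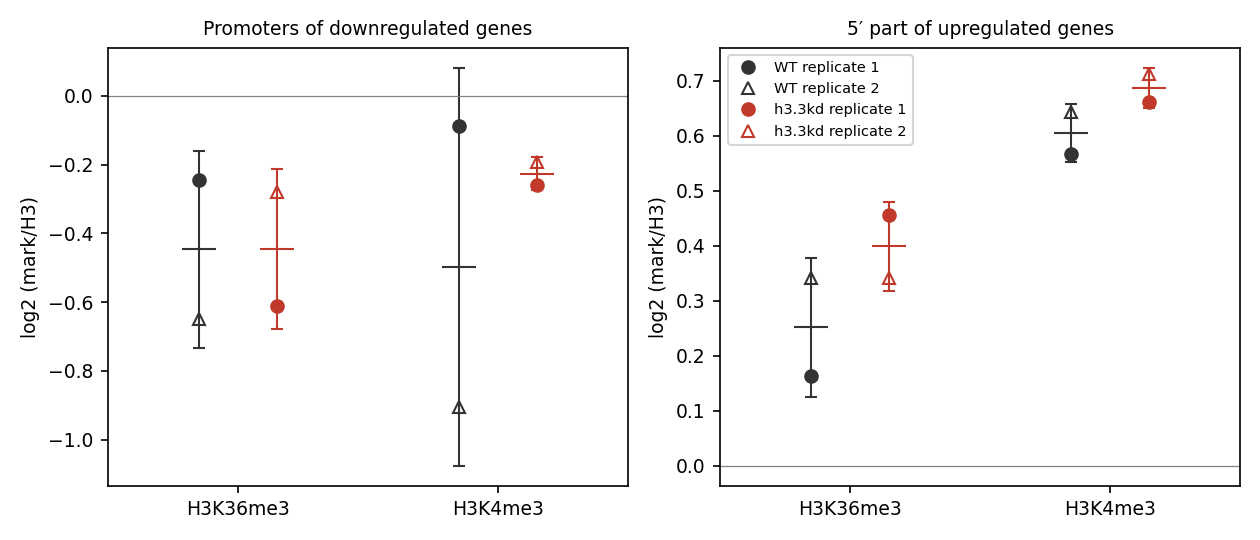
Log2 mark/H3 for H3K36me3 and H3K4me3 over promoters of downregulated genes and the 5′ part of upregulated genes; each point is 1 replicate and each bar across is the mean of 2. WT H3K4me3 at promoters of downregulated genes ranges from -0.91 to -0.088.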

The loss of H3.3 affected transcription of a relatively limited number of genes. Gene ontology (GO) analysis of downregulated genes revealed a large variety of response processes, including environmental and endogenous stimuli (Fig. 1c, d; Additional file 5). In contrast to stably expressed housekeeping genes, responsive genes are typically differentially regulated during development or in response to stress or other stimuli [34]. A comprehensive analysis of a large set of *Arabidopsis* expression data led to the identification of a set of hypervariable genes that most dramatically change expression levels between different tissues or in response to stimuli and housekeeping genes with nearly constant expression [34]. Of the 123 identified hypervariable genes, 44 were downregulated in *h3.3kd*, while only one of the 379 housekeeping genes was affected (*p* = 8.58 e-35, hypergeometric probability; see “Methods” for details). We thus conclude that H3.3 is not required for gene expression in a global manner. Yet, the loss of H3.3 directly or indirectly affects the expression of subsets of particularly dynamic, responsive, and hypervariable genes.

### Loss of DNA methylation in *h3.3kd*

Many chromatin marks other than H3.3 correlate with gene expression, including DNA methylation. Gene body methylation consists of DNA methylation in CG contexts, that is, is enriched towards the 3′ end of active genes [35–37], partially overlapping with the predominant domain of H3.3 enrichment [18, 19]. The similarities between these two patterns prompted us to investigate the impact of H3.3 depletion on the deposition of DNA methylation over gene bodies using genome-wide sequencing of bisulfite-converted DNA (BS-seq) from mature leaves of WT and *h3.3kd* plants. In agreement with previous reports [35–38], methylation levels over gene bodies increased towards the TES and were highest over expressed genes, but not the most highly expressed genes in WT plants (Fig. 2a). In *h3.3kd* plants we noticed a distinct loss of CG methylation over gene bodies. We identified 16,711 hypomethylated regions (hypo-CG-DMRs) in *h3.3kd*; 89% of hypo-CG-DMRs overlapped with gene bodies and 70% of hypo-CG-DMRs overlapped with H3.3 enriched regions (defined in [18]). Loss of CG methylation over gene bodies was more severe with increasing gene expression level in the WT (Fig. 2b). More generally, DNA methylation levels, normally highly increased over H3.3-enriched regions in WT plants, were reduced in *h3.3kd* (Fig. 2c). In contrast, only 3.1% of TEs in the genome overlapped with hypo-CG-DMRs (Additional file 6), and DNA methylation profiles over transposable elements (TEs) remained largely unaffected in all sequence contexts (Fig. 2d), indicating that the impact of *h3.3kd* on DNA methylation was specific to gene bodies and other H3.3 enriched regions. In conclusion, H3.3 appeared to be required for the deposition or maintenance of DNA methylation over gene bodies.

**Fig. 2:**
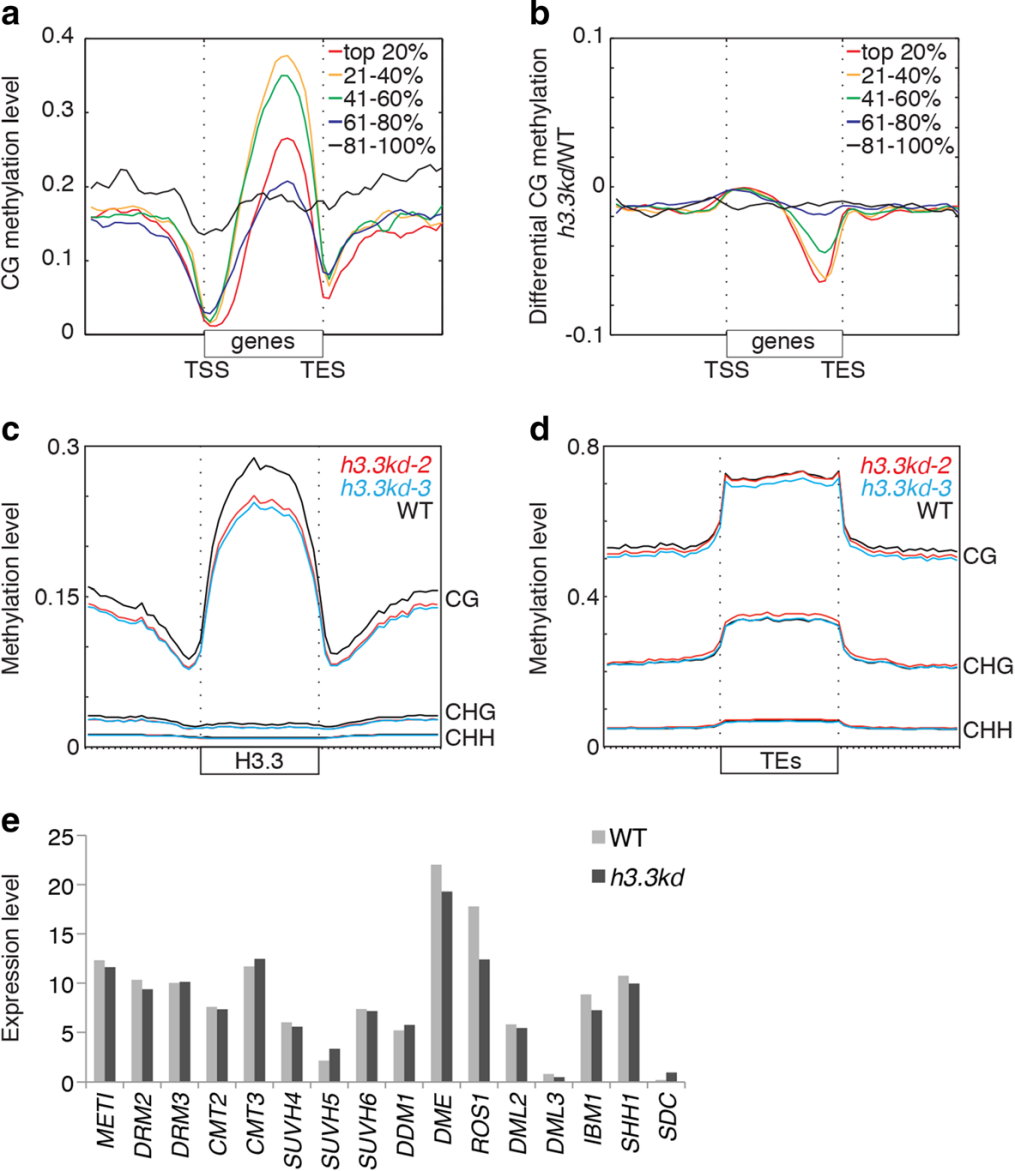
Depletion of DNA methylation over gene bodies and H3.3-enriched regions in *h3.3kd*. **a**–**d** Genome-wide BS-seq results showing enrichment profiles of DNA methylation in WT, *h3.3kd-2*, and *h3.3kd-3*. **a** CG DNA methylation patterns over genes in WT plants. Genes were aligned from transcription start site (*TSS*) to transcription end site (*TES*) and grouped into quintiles according to their level of expression. **b** Relative CG methylation levels over gene bodies in *h3.3kd* compared to WT. Note pronounced loss of methylation at the 3′ ends of highly and moderately expressed genes. **c**, **d** DNA methylation levels in all contexts (CG, CHG, and CHH) over H3.3-enriched regions (**c**) and TEs (**d**) in WT and *h3.3kd*. **e** Expression of DNA methylation-related factors in WT compared to *h3.3kd-3* (RNA-seq)

### The linker histone H1 links H3.3 and DNA methylation

We searched for a mechanism to explain the loss of DNA methylation over gene bodies in H3.3 knockdown lines. Gene body methylation antagonizes the deposition of the histone variant H2A.Z [39]. 

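For the histone variant H2A.Z, log2 H2A.Z/H3 over the 3′ part of all genes was 0.034 ± 0.11 (SD, n = 2) in WT and 0.057 ± 0.048 (SD, n = 2) in *h3.3kd*. The difference of 0.022 combined a rise of 0.13 between the replicate 1 libraries with -0.087 between the replicate 2 libraries, and the genotypes overlapped (exact two-sided permutation test, p = 1). Without WT replicate 1 it was -0.053, without *h3.3kd* replicate 1 -0.012 and without WT replicate 2 0.097. Over the last 25% of the gene it was 0.11, and with replicate 1 of H3 as denominator 0.11. With that denominator both pairs of libraries rose, by 0.13 within replicate 1 and 0.090 within replicate 2. Over the 5′ part, the values were 0.55 ± 0.20 (SD, n = 2) in WT and 0.38 ± 0.12 (SD, n = 2) in *h3.3kd*. The difference of -0.16 was a fall within both replicate 1 (-0.22) and replicate 2 (-0.11), but the ranges of the genotypes overlapped (exact two-sided permutation test, p = 0.667). Without WT replicate 1 it shrank to -0.021, and without WT replicate 2 it was -0.30.

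Over the 3′ part, limma with Benjamini-Hochberg adjustment called 0 of 25994 genes, with 1034 higher and 1066 lower at an unadjusted p under 0.05, and limma-voom called 0. At the same unadjusted threshold there were 3026 higher and 137 lower without the H3 denominator and 4742 higher and 2659 lower with replicate 1 of H3. These fits did not take the replicate number into account. The number of genes called depended on both WT libraries. Without WT replicate 2, 5464 genes were called, 5027 of them higher in *h3.3kd*, and without WT replicate 1, 2003, of which 1109 were higher. Without *h3.3kd* replicate 1, 9 were called. A correction for GC content gave 94 genes, 48 of them higher. Denominators shared by both replicates gave 98 (pooled H3) and 274 (replicate 1 of H3).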

We profiled H2A.Z in *h3.3kd* and found that H2A.Z increased over gene bodies in *h3.3kd* compared to WT (Fig. 3a), particularly towards 3′ gene ends where we observed a decrease of DNA methylation (Fig. 2a). This modified profile of H2A.Z in the *h3.3kd* correlated positively with gene expression and was most pronounced over highly expressed genes (Fig. 3b), which also exhibit the strongest levels in H3.3 [18, 19] and DNA methylation. It was reported that H2A.Z does not antagonize DNA methylation [40], leading to the conclusion that H3.3 promotes DNA methylation, which in concert with H3.3 prevents deposition of H2A.Z towards the 3′ end of gene bodies.

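Expression in WT, as FPKM, is given here for the misregulated genes of Additional files 3 and 4 only, so the quintiles of all genes in Fig. 3b were not analysed here. Across the 919 listed genes used, the change of log2 H2A.Z/H3 over the 3′ part rose with FPKM in WT (Spearman's rho = 0.32). Between the replicate 1 libraries rho was 0.196 and between the replicate 2 libraries 0.301. This is a relation across genes, which are not independent replicates, and no p is given. The change of H3 alone, which enters the ratio as the denominator, had a rho of -0.313 with FPKM, -0.0514 between the replicate 1 libraries and -0.324 between the replicate 2 libraries. Without the H3 denominator rho for H2A.Z was 0.15, with 0.20 and -0.0215 within replicates 1 and 2. Among the 655 downregulated genes rho was 0.241, and among the 264 upregulated genes 0.437.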

**Fig. 3:**
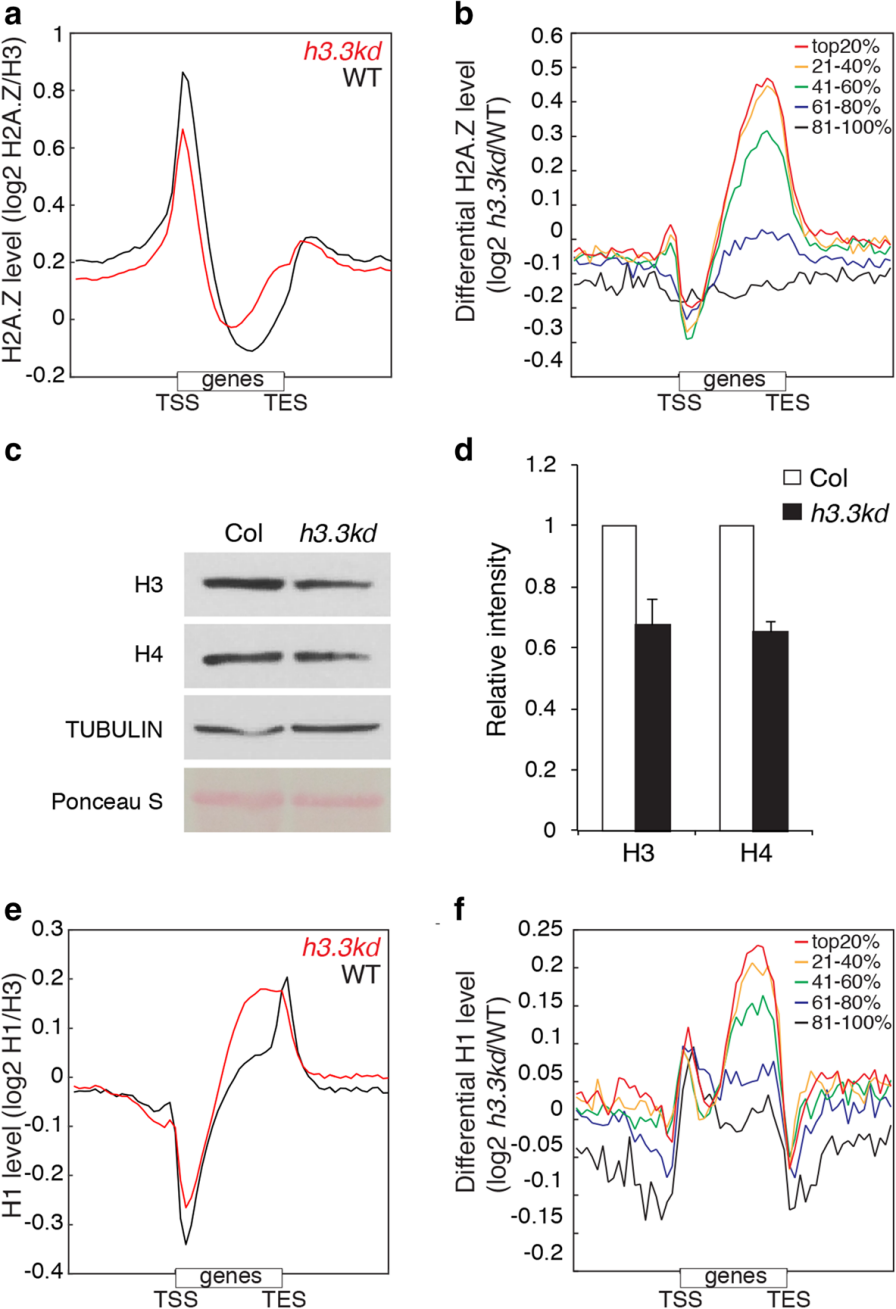
Loss of H3.3 impacts chromatin profiles of H2A.Z and H1. **a**, **b** ChIP-seq profiles depicting the enrichment of H2A.Z in WT and *h3.3kd* over all genes (**a**) and the differential profiles of *h3.3kd* versus WT over genes separated according to their level of expression (**b**). **c** Western blot on total H3 and H4 in Col-0 and *h3.3kd* plants. One of three replicates with similar results is shown. **d** Quantification of H3 and H4 protein abundance in Col-0 and *h3.3kd* plants from western blot analysis in three replicates. Bars represent standard deviation, *n* = 3. **e**, **f** ChIP-seq profiles depicting the enrichment of H1 in WT and *h3.3kd* over all genes (**e**) and the differential profiles of *h3.3kd* versus WT over genes separated according to expression level (**f**)

The loss of H3.3 had no effect on the expression of DNA demethylases, DNA methyltransferases, and associated factors (Fig. 2e). Thus, the loss of DNA methylation on gene bodies in *h3.3kd* is not likely due to decreased activity of DNA methyltransferases or increased activity of DNA demethylases. The profile of H3K36me3 in WT and *h3.3kd* are not correlated with gene body methylation (Additional file 2: Figure S3), thus supporting that mechanisms involved in gene body methylation in *Arabidopsis* do not rely on this mark, in contrast with mammals. 

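DNA methylation itself was not analysed here. Over the 3′ part of all genes, log2 H3K36me3/H3 was 0.056 ± 0.021 (SD, n = 2) in WT and -0.090 ± 0.016 (SD, n = 2) in *h3.3kd*. The difference of -0.15 was a fall within replicate 1 (-0.12) and within replicate 2 (-0.17), and both *h3.3kd* values lay below both WT values (exact two-sided permutation test, p = 0.333, the smallest possible). It was smaller without the H3 denominator (-0.083) and with replicate 1 of H3 as denominator (-0.058), and it stayed negative in each alternative setting. With replicate 1 of H3 as denominator the difference between the replicate 2 libraries was 0.0044, so the mean of -0.058 came from the replicate 1 libraries alone. With the H3 libraries of the same number and each library left out in turn, the difference lay between -0.16 and -0.13.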

The loss of H3.3 expression caused overexpression of genes encoding H3.1, H2A, H2B, and H4 (Additional file 1: Table S3). The predicted increased levels of core histones could compensate for the deficit of nucleosomes. We thus performed western blotting and observed that total H3 and H4 protein levels were reduced in *h3.3kd* versus WT (Fig. 3c, d). We thus concluded that the depletion of H3.3 results in lower density of nucleosomes over chromatin in general, but likely more pronounced over active genes, where H3.3 is highly enriched in WT plants.

In eukaryotes, the linker histone H1 binds to exposed linker DNA between nucleosomes and promotes chromatin folding [41, 42]. In vitro experiments suggest that H1 deposition into the chromatin is anti-correlated with nucleosome density [43]. In *Arabidopsis* it was proposed that H1 prevents access of DNA methyltransferases to pericentromeric heterochromatin, thus explaining the increase of DNA methylation over these regions in loss of function mutants for H1 [44]. We observed an increased expression of the three genes encoding H1 in *h3.3kd* versus WT (Additional file 1: Table S3), suggesting that H1 density could increase over gene bodies to compensate for the reduction of nucleosome density caused by the loss of H3.3. This hypothesis was supported by a marked invasion of gene bodies by H1 in *h3.3kd* in comparison with WT (Fig. 3e). 

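Over the 3′ part of all genes, log2 H1/H3 was 0.14 ± 0.12 (SD, n = 2) in WT and 0.14 ± 0.018 (SD, n = 2) in *h3.3kd*, a difference of -0.00036. Between the replicate 1 libraries H1 rose by 0.095 in *h3.3kd*, and between the replicate 2 libraries the difference was -0.096; the opposite changes cancel in the mean (exact two-sided permutation test, p = 1). The sign followed the choice of libraries and denominator. It was 0.082 without WT replicate 2, 0.012 without *h3.3kd* replicate 2 and -0.083 without WT replicate 1. Without the H3 denominator it was 0.062, with pooled H3 0.011, over the last 25% of the gene 0.015, with reads moved by 75 bp 0.00044 and with replicate 1 of H3 as denominator 0.088. Over the 5′ part the values were -0.17 ± 0.11 (SD, n = 2) in WT and -0.24 ± 0.039 (SD, n = 2) in *h3.3kd*, a difference of -0.064 with 0.039 and -0.17 within replicates 1 and 2 (exact two-sided permutation test, p = 0.667). That difference was positive without WT replicate 2 (0.011) and without the H3 denominator (0.0021). The H1 libraries also differed in strand lag, the distance between reads of opposite strands. In replicate 1 it was 80 bp in WT, the lowest lag tested, and 220 bp in *h3.3kd*. In replicate 2 it was 130 bp in WT and 80 bp in *h3.3kd*. Whether this enters the H1 differences was not tested.

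Gene by gene over the 3′ part, limma called 0 of 25995 genes after Benjamini-Hochberg adjustment, with 190 higher and 531 lower at an unadjusted p under 0.05, and limma-voom called 0. The unadjusted balance turned to 552 higher and 75 lower without the H3 denominator and 2862 higher and 1675 lower with replicate 1 of H3. Without WT replicate 1 limma called 677 genes, 602 of them lower in *h3.3kd*, and without *h3.3kd* replicate 1 it called 1. With shared denominators the counts were 72 (pooled H3) and 41 (replicate 1 of H3).

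**Figure D5:**
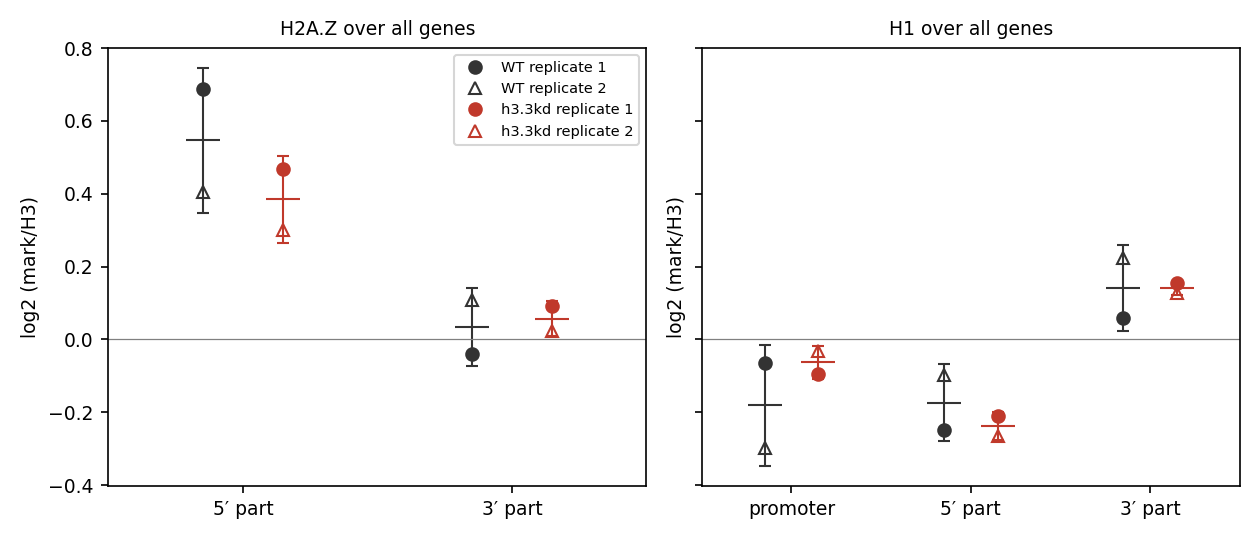
Log2 H2A.Z/H3 and log2 H1/H3 over regions of all genes in WT and *h3.3kd*; each point is 1 replicate and each bar across is the mean of 2. For H1 over the 3′ part, WT spans 0.059 to 0.22 and both *h3.3kd* libraries lie between these values.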

The change of profile of H1 was correlated positively with gene expression (Fig. 3f) and anti-correlated with the loss of gene body methylation in *h3.3kd* (Fig. 2). These results suggest that H3.3 counters the deposition of H1 over gene bodies. 

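Across the same 919 listed genes, the change of log2 H1/H3 over the 3′ part had a Spearman's rho of 0.0844 with FPKM in WT, 0.0377 between the replicate 1 libraries and 0.0666 between the replicate 2 libraries, across genes and with no p. It was negative without the H3 denominator (-0.283), with replicate 1 of H3 as denominator (-0.16) and without *h3.3kd* replicate 2 (-0.0205), and 0.00782 with pooled H3. DNA methylation was not analysed here. From the higher H1 over gene bodies in Fig. 3e, its relation to expression in Fig. 3f and the loss of gene body methylation in Fig. 2, the paper proposes that H3.3 counters the deposition of H1 over gene bodies and that the H1 gained in its absence opposes DNA methylation there.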

The lack of H3.3 is responsible for the relative enrichment in H1 that opposes DNA methylation over gene bodies in a transcription-dependent manner.

## Discussion

Our study shows that H3.3 is required for transcription of a subset of genes with a marked effect on genes involved in responses to environmental or developmental cues. These genes are subjected to transcriptional reprogramming and harbor a chromatin environment distinct from genes constitutively expressed and involved in basic cell functions. Hence, in *Arabidopsis*, H3.3 loss-of-function affects genes regulating predominantly development and response to the environment but not housekeeping genes. Similarly, loss of H3.3 affects development in *Xenopus*, *Drosophila*, and mouse [6–8], while in transcriptionally stable human embryonic stem cells the impact of H3.3 loss-of-function on gene expression is limited and abnormalities occur only upon their differentiation [22]. H3.3 opposes the deposition of H2A.Z at the 3′ end of gene bodies. H2A.Z also affects expression of hypervariable genes. Nucleosomes containing both H2A.Z and H3.3 are unstable [45] and we propose that these two variants promote the turnover of nucleosomes and likely provide a specific chromatin environment, enabling faster adaptation of the chromatin composition to the requirements of the transcriptional machinery.

Recent analyses have shown that bryophytes and the flowering plant *Eutrema salsugineum* are devoid of gene body methylation, thus questioning its requirement in land plants [28]. Yet, gene body methylation has been implicated in several transcription-related processes, like maintaining the constitutive expression of housekeeping genes, preventing erratic transcription, or enhancing the accuracy of splicing [46]. Our analysis reveals an unexpected link between H3.3 enrichment and gene body DNA methylation.

H3K36me3 has been shown in mammals to facilitate docking of de novo methyltransferase to chromatin [26]. 

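In the scaled profiles over all genes, log2 H3K36me3/H3 reached its maximum within the 5′ part and its minimum within the 3′ part in each of the 4 H3K36me3 libraries. The maximum was 0.72 and 0.73 in replicates 1 and 2 of WT, and 1.01 and 0.70 in *h3.3kd*. The minimum was -0.28 and -0.43 in WT and -0.45 and -0.29 in *h3.3kd*. In *h3.3kd*, replicate 1 lay above both WT libraries at the maximum and replicate 2 below both.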

In *Arabidopsis*, however, the profile of H3K36me3 over gene bodies is opposite to that of DNA methylation and H3K36me3 levels over gene bodies increased in *h3.3kd*, specifically at 5′ gene ends, opposite to the domain where DNA methylation is most affected. These observations are incompatible with the idea that H3K36me3 could recruit DNA methyltransferases over gene bodies. This conclusion is also coherent with the absence of a significant change of gene body methylation in the mutant *sdg8* with reduced H3K36me3 [47], suggesting that the mechanisms that recruit DNA methyltransferases to gene bodies are distinct between flowering plants and mammals. It is possible that a specific modification present only or primarily on H3.3 participates in recruiting DNA methyltransferases. The maintenance DNA methyltransferase MET1 contains a bromo adjacent homology domain (BAH) of unknown binding specificity, which might recognize an H3.3-specific mark enriched over gene bodies and H3.3 regions. Yet the identity of this mark remains unknown. Another alternative is the possibility that a mark present only on H3.1 prevents the recruitment of DNA methyltransferases. In *h3.3kd*, ectopic enrichment of H3.1 would then lead to a decrease of gene body methylation.

## Conclusions

We envisage that H3.3 enrichment regulates the recruitment of DNA methyltransferases. The specific profile of H3.3 enrichment over genes is required to retain an adequate density of nucleosomes to maintain suitable chromatin structure for transcription, while providing sufficient accessibility to DNA methyltransferases that methylate gene bodies. When the supply of H3.3 decreases, the linker histone H1 invades gene bodies, while the profile of H1 in promoters does not change significantly. 

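In promoters, log2 H1/H3 was -0.18 ± 0.17 (SD, n = 2) in WT and -0.063 ± 0.045 (SD, n = 2) in *h3.3kd*. The difference of 0.12 came from the replicate 2 libraries (0.27) and not from the replicate 1 libraries (-0.031), and the genotypes overlapped (exact two-sided permutation test, p = 0.667). Without WT replicate 2 it was 0.00041, and without WT replicate 1 0.23. It turned negative without the H3 denominator (-0.13) and with replicate 1 of H3 as denominator (-0.19). Limma called 0 of 25846 promoters after Benjamini-Hochberg adjustment, with 544 higher and 134 lower at an unadjusted p under 0.05. That balance turned to 22 higher and 695 lower without the H3 denominator and 509 higher and 4026 lower with replicate 1 of H3. Limma-voom called 0, and 0 were called with any of the 4 H1 libraries left out. Shared denominators gave 94 (pooled H3) and 862 (replicate 1 of H3, 790 of them lower). On simulated data with 200 changed promoters, limma recovered 1% of log2 changes of 1 and 29% of changes of 2, and limma-voom 27% and 79%. The simulated libraries lacked the differences in shape between the real ones.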

Notably, the anti-correlation of H3.3 and H1 appears to be a conserved mechanism to maintain an open chromatin formation. H3.3 knockdown in *Drosophila* and mouse leads to increased H1 levels [48, 49]. The ability of H1 to promote folding [50] predictably reduces chromatin accessibility, thus preventing access to DNA methyltransferases and reducing gene body methylation. Low gene body methylation levels might then allow ectopic recruitment of H2A.Z containing nucleosomes across the gene bodies. We propose that H3.3 is crucial to safeguard ideal chromatin structure suitable for transcription by maintaining an optimal nucleosome density and preventing H1 deposition over gene bodies. Transcriptional activity promotes H3.3 deposition and DNA methyltransferases maintain the characteristic gene body methylation profile that is positively correlated with gene expression. Gene body methylation prevents deposition of unstable H2A.Z/H3.3 nucleosomes [45, 51], which are generally found at nucleosome-free regions like at promoters. This negative feed-back loop between H3.3, H1, DNA methylation, and H2A.Z might sustain steady transcriptional activity across active genes. This mechanism involves proteins with functions and properties conserved in multicellular eukaryotes, suggesting that it might also play a role in regulating gene body methylation in mammals.

## Methods

### Plant material and growth conditions

All wild-type (WT), mutant, and transgenic lines were in the Columbia-0 (Col-0) ecotype. T-DNA insertion lines were analyzed by PCR-based genotyping and the absence of full-length transcript was confirmed by RT-PCR using primers located in the 5′ and 3′ UTRs. H3.3 T-DNA insertion lines are listed in Additional file 1: Table S1 and primer sequences in Additional file 1: Table S5. For double mutant combinations, lines *htr4-1* (N582765), *htr4-2* (N807939), or *htr5-3* (N846395) were combined with *htr8-2* (N641101). Plants were grown directly on soil in growth rooms with short day (SD) condition for a period of 4–5 weeks and then shifted to long day (LD) condition. Pictures were taken at different growth stages of soil-grown plants. For the methylation analysis, mature leaves of soil-grown plants were harvested after the shift to LD. For RNA- and ChIP-seq analysis, ethanol-sterilized seeds were grown on 1× MS (Murashige and Skoog) medium with glucose at LD conditions in a Percival incubator for 10 days. All seeds were incubated at 4 °C in the dark for 3–5 days prior to germination.

### Cloning and transgenic lines

Genetic backgrounds of transgenic lines used in this study are listed in Additional file 1: Table S2. A CRISPR/Cas9 vector pKIR1.0 [52] containing tandem sgRNA cassettes for HTR4 and HTR5 was used to generate *htr4;htr5* double mutants. Target sequences for HTR4 and HTR5 were 5′-gCCTCCGGTGGACTTACGAG-3′ and 5′-gCAGCTCGTAAGTCTACTGG-3′, respectively. Cas9-free T2 seeds were selected by absence of seed fluorescence, and T2 plants were screened by direct sequencing of HTR4 and HTR5 gene loci to obtain *htr4;htr5* double homozygous mutants.

Cloning was done using the Gateway® Cloning Technology (Invitrogen) or PCR-based site-directed mutagenesis. The artificial miRNAs (amiRNAs) *amiR-HTR5-I* and *amiR-HTR5-II* were designed and cloned according to the original protocol [53], with minor modifications. Sequences of the amiRNAs can be found in Additional file 2: Figure S2. Primers are listed in Additional file 1: Table S5. Briefly, primers were combined in three independent PCR reactions using M13-fwd and M13-rev primers instead of primers A and B of the original protocol (http://wmd3.weigelworld.org). PCR products were purified (QIAquick PCR Purification Kit, Qiagen) and combined in a fusion PCR using primers designed to add *att*B1/*att*B2 tails. Resulting amiRNAs were recombined using the Gateway® BP Clonase^TM^ II enzyme into pDONR^TM^221 and used for subsequent Multisite Gateway® recombination with the LR Clonase^TM^ II Plus enzyme (all Invitrogen) into a modified, Multisite Gateway® compatible pAlligator-MGW binary plasmid, under control of the *HTR5* promoter. The *HTR5* promoter [14] was amplified adding *att*B4/*att*B1r sites and recombined into pDONR^TM^ P4-P1R (Invitrogen). For the third cassette in the Multisite Gateway® system a short nucleotide sequence was designed and recombined with *att*B2r/*att*B3 sites into pDONR^TM^ P2R-P3 (Invitrogen), as “empty plasmid”. Resulting binary plasmids *pHTR5-amiR-HTR5-I* (pHW358) and *pHTR5-amiR-HTR5-II* (pHW359) were transformed into plants descending from a *htr4-2/+;htr8-2* parent, and therefore segregating for the *htr4-2* T-DNA insertion, using a simplified floral dip method. Primary transgenic plants were selected by green fluorescence in dry seeds, grown, and phenotypically characterized. For each transgene a subset of lines with single T-DNA insertion was followed into subsequent generations.

The *HTR5* gene was amplified and cloned into pDONR^TM^221 as described above. Two independent steps of site-directed mutagenesis were performed on this plasmid to introduce silent mutations, rendering the resulting *rHTR5* transcript resistant against *amiRNA-HTR5-II* targeting and to introduce a STOP codon. Multisite Gateway® recombination resulted in the final binary plasmid *pHTR5-rHTR5* (pHW375) in pSRR4R3-19ST, which were transformed into *htr4-2*;*htr8-2* double homozygous plants. Primary transgenic lines were selected by red fluorescence in dry seeds, phenotypically characterized, and, for a subset of lines, followed into subsequent generations. F1 seeds resulting from crosses to *h3.3kd-3* were confirmed by green and red fluorescence in dry seeds. Phenotypic analysis of rosette size, leaf serration, and silique length was carried out in F1 plants. Plant genotypes are listed in Additional file 1: Table S2.

### Immunofluorescence

Immunofluorescence experiments were performed as described previously [54] on isolated nuclei from mature leaves of *h3.3kd-1* (not shown) and *h3.3kd-2* plants (Fig. 2a), with similar results. We used antibodies from Abcam (H3K9me2, ab1220; H3K4me3, ab8580). The H3K27me3 antibody was a generous gift from Thomas Jenuewein, Max Planck Institute of Immunobiology and Epigenetics in Freiburg, Germany.

### RNA-seq and microarray analysis

RNA was extracted from pooled 10-day-old seedlings grown on 1× MS medium with glucose as described above, using the RNeasy Mini Kit (Qiagen). Concentration and purity were determined with Nanodrop measurement and, dependent on the values, total RNA extracts were subjected to additional ethanol precipitation or used directly for subsequent steps. For RNA-seq, total RNA was sent to AITbiotech (Singapore) for library generation, sequencing on the Illumina platform, and subsequent data analysis. Briefly, after mRNA enrichment and fragmentation to ~200-bp fragments, first strand cDNA synthesis with random hexamer-primers and second strand cDNA synthesis, cDNA was purified with a QIAquick PCR purification kit (Qiagen). After end repair and A-tailing, sequencing adaptors were ligated to the fragments; fragments were purified on agarose gel, PCR amplified, and sequenced on a HiSeq^TM^2000 (Illumina). TopHat, cufflinks, cuffmerge, and cuffdiff were used for analysis, TAIR9 was used for alignment, and expression values are FPKM values. Gene Ontology analysis was performed using DAVID (http://david.abcc.ncifcrf.gov/) [55, 56]. A single dataset was obtained and results were confirmed based on additional analyses of microarrays (Additional file 2: Figure S2e). We performed technical duplicates using 10-day-old plate-grown seedlings of *h3.3kd* (*htr4;htr8;amiRHTR5-II*) and *h3.3kd/+* (*htr4;htr8;amiRHTR5-II/+*). For microarray analysis, total RNA extracted from 10-day-old seedlings by an RNeasy Mini Kit (Qiagen) was hybridized to an ATH1(Affymetrix) array according to the manufacturer’s instructions. Biotin was used to label extracts. Fragmentation, hybridization, washing, and scanning were performed at BSF (Singapore). All datasets were normalized by log2GC-RMA (Robust Multichip Average) methods.

The specific enrichment in hypervariable genes affected by the loss of H3.3 was statistically significant [57]. We applied the hypergeometric test as follows: population size, 21340 (expressed genes in Col-0, FPKM >0.5 in the RNA-Seq); number of successes in population, 123 (all hypervariable genes); sample size, 669 (downregulated genes excluding *HTR4*, *5*, and *8*); number of successes in sample, 44 (overlap downregulated genes and hypervariable genes). Result is *p*(X ≥ 44) = 8.e-35.

### ChIP-seq analysis

ChIP was also performed on 10-day-old plate-grown seedlings and according to a previously described procedure [19]. The following commercially available antibodies were used: H3 (Abcam, ab1791), H3K4me3 (Abcam, ab8580), H3K36me3 (Abcam, ab9050), and H1 (Agrisera, AS11 1801). The H2A.Z antibody was generated in our laboratory and has been described elsewhere [54]. ChIP-seq libraries were generated according to the manufacturer’s instructions and sequenced on a HiSeq2000 (Illumina). Reads were mapped to the TAIR10 genome by allowing up to two mismatches and only retaining reads that map uniquely to the genome using Bowtie [58]. 

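In 16 of the 20 libraries each position and strand is listed at most 1 time, and the 4 libraries listed without strand have at most 2 reads per position. Removing reads at the same coordinates can also remove distinct fragments that start at the same base, and more of them in deep libraries. The reads listed on the 5 chromosomes, as a percent of all positions and strands, came to 3.62% in WT H3 replicate 2 and 28.6% in *h3.3kd* H2A.Z replicate 2. Organelle reads made up between 0.226% and 1.01% of the libraries that list them.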

Reads mapping to the same coordinates were removed, and data were normalized by total number of uniquely mapping reads. For the metaplots, flanking regions were scaled to the same length as the gene body (middle region). 

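The 2 replicates of each antibody and genotype were compared gene by gene before they were averaged. A chi-square test of the reads over gene bodies gave between 1.75 per degree of freedom for H3 in *h3.3kd* and 19.0 for H3K4me3 in WT, where sampling noise alone gives 1, so no pair of replicates differed by as little as sampling noise. For H3 in WT the value was 7.72. Pearson's r of log2 reads over genes ran from 0.896 for H3 in WT to 0.983 for H3 in *h3.3kd*, across genes.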

Duplicates were obtained for all datasets.

### Methylation analysis

Mature leaves from Col-0 WT and *h3.3kd-2* and *h3.3kd-3* were collected and ground in liquid nitrogen to a fine powder. DNA was extracted using the DNeasy Plant Mini Kit (Qiagen) according to the manufacturer’s instructions and Bi-seq and data analysis were carried out as previously described [47]. Briefly, identical reads were collapsed into one read, and reads were mapped to the TAIR10 genome using BS seeker [59] and methylation levels were calculated as #C/(#C + #T). For the metaplots, flanking regions were scaled to the same length as the gene body (middle region). Differentially methylated regions (DMRs) in *h3.3kd* were defined with a method similar to a previously published DMR-finding approach [47]. The genome was binned into 100-bp tiles, where tiles with less than 20 C + T calls in any sample were omitted, and tiles with Benjamini–Hochberg-corrected FDR <0.01 (Fisher’s exact test) and a 20% absolute methylation reduction were selected. Only tiles that met these criteria in two biological replicates of *h3.3kd* data were retained and finally tiles within 200 bp of each other were merged.

## Additional files

Additional file 1: Supplemental tables. **Table S1** Summary of H3.3 T-DNA insertion lines. **Table S2** Plant genetic backgrounds. **Table S3** Expression of selected chromatin factors in WT and *h3.3kd*. **Table S4** Limited overlap between H3.3 enrichment in WT and transcriptional changes in *h3.3kd*. **Table S5** Primer sequences. (DOCX 36 kb)

Additional file 2: Supplemental figures. **Figure S1** Generation of *h3.3KO.* **Figure S2** Generation of *h3.3kd.* **Figure S3** Impact of *h3.3kd* on active chromatin modifications. (DOCX 1094 kb)

Additional file 3: List of genes significantly downregulated in *h3.3kd-3* compared to WT. (XLS 171 kb)

Additional file 4: List of genes significantly upregulated in *h3.3kd-3* compared to WT. (XLS 116 kb)

Additional file 5: GO term categories of significantly downregulated genes in *h3.3kd-3* compared to WT. (XLS 86 kb)

Additional file 6: List of hypomethylated TEs in *h3.3kd-3*. (XLS 190 kb)

# Supplementary material for: The histone H3 variant H3.3 regulates gene body DNA methylation in Arabidopsis thaliana
**Source:** Genome Biol. 2017 May 18;18:94. doi: 10.1186/s13059-017-1221-3
**Supplement:** Supplementary file 1 — Supplemental tables. Table S1 Summary of H3.3 T-DNA insertion lines. Table S2 Plant genetic backgrounds. Table S3 Expression of selected chromatin factors in WT and h3.3kd. Table S4 Limited overlap between H3.3 enrichment in WT and transcriptional changes in h3.3kd. Table S5 Primer sequences.

**The histone H3 variant H3.3 regulates gene body DNA methylation in *Arabidopsis thaliana***

**Additional file 1: Supplemental Tables**

Supplemental Table 1: Summary of H3.3 T-DNA insertion lines.

| **Gene** | **ID** | **T-DNA line** | **Name** | **Leaf phenotype** |
| --- | --- | --- | --- | --- |
| *HTR4* | At4g40030 | N582765 ^a,b^ | *htr4-1* | wildtype-like |
|  |  | N807939 ^b^ | *htr4-2* | wildtype-like |
| *HTR5* | At4g40040 | N510583 ^a^ | *htr5-1* | wildtype-like |
|  |  | N808947 | *htr5-2* | wildtype-like |
|  |  | N846395 ^b^ | *htr5-3* | wildtype-like |
| *HTR8* | At5g10980 | N587850 ^a^ | *htr8-1* | wildtype-like |
|  |  | N641101 ^b^ | *htr8-2* | wildtype-like |

^a^[32], ^b^ this work

Supplemental Table 2: Plant genetic backgrounds.

| **Name** | **T-DNA / CRISPR/Cas9** | **Transgene** | **Description** |
| --- | --- | --- | --- |
| *h3.3KO* | *htr4;htr5;htr8-2* | none | *H3.3* knockout |
| *h3.3kd-1* | *htr4-2;htr8-2* | *amiR-HTR5-I* | *H3.3* knockdown |
| *h3.3kd-2, -3* | *htr4-2;htr8-2* | *amiR-HTR5-II* | *H3.3* knockdown |
| *h3.3kd/+* | *htr4-2;htr8-2* | *amiR-HTR5-II/+* | F1 cross of *h3.3kd-3*, hemizygous transgene |
| *rH3.3* | *htr4-2;htr8-2* | *rHTR5* | *amiR-HTR5-II* resistant *rHTR5* |
| *h3.3kd/+;rH3.3/+* | *htr4-2;htr8-2* | *amiR-HTR5-II/+, rHTR5/+* | F1 cross of *h3.3kd-3* and *rH3.3*, both transgenes hemizygous |

Supplemental Table 3: Expression of selected chromatin factors in WT and *h3.3kd*.

Supplemental Table 4: Limited overlap between H3.3 enrichment in WT and transcriptional changes in *h3.3kd*.

|  |  | **Overlap with misregulated genes** | |
| --- | --- | --- | --- |
| **Location of H3.3 enrichment** | **Number of genes*** | **Downregulated (N=661)** | **Upregulated (N=269)** |
| promoter-only  (TSS +/-500 bp) | 983 | 26 (2.6%) | 16 (1.6%) |
| gene body-only  (TSS +500bp to TTS) | 9,035 | 175 (1.9%) | 71 (0.8%) |
| promoter and gene body | 9,860 | 283 (2.9%) | 133 (1.3%) |

*Overlap of all genes >500bp (N= 25,390) and defined H3.3 regions [18]

Supplemental Table 5: Primer sequences.

| **Purpose** | **Primer** | **Sequence** |
| --- | --- | --- |
| Cloning *amiR-HTR5-I* | I miR-s | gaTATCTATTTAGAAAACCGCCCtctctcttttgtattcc |
|  | II miR-as | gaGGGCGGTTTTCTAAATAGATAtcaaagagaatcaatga |
|  | III miR*-s | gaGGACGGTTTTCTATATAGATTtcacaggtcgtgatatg |
|  | IV miR*-as | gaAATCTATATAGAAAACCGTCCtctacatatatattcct |
| Cloning *amiR-HTR5-II* | I miR-s | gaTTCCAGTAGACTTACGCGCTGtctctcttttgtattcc |
|  | II miR-as | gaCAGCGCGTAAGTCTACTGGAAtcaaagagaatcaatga |
|  | III miR*-s | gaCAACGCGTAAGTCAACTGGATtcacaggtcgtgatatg |
|  | IV miR*-as | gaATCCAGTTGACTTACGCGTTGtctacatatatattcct |
| amiR fusion with *att*B | *attB1*-A | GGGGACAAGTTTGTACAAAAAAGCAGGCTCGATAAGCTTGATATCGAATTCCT |
|  | *attB2*-B | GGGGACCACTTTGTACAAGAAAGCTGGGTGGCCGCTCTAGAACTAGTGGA |
| Cloning *HTR5* | *HTR5*-fwd | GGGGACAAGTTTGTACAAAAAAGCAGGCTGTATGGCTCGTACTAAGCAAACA |
|  | *HTR5*-rev | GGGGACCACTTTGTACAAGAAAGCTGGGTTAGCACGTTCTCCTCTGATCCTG |
| Mutagenesis *rHTR5* | *rHTR5*-fwd | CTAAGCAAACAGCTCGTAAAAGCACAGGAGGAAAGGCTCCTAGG |
|  | *rHTR5*-rev | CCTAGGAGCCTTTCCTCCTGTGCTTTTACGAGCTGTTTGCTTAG |
| Mutagenesis *rHTR5-STOP* | *STOP*-fwd | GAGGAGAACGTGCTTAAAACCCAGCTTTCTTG |
|  | *STOP*-rev | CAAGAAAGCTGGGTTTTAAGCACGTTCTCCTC |
| RT-PCR | *HTR4* | TCCCCTATTACTGCTTTTGTTACG |
|  |  | AAATCTCGGATTCTTGGTTGG |
|  | *HTR5* | TTTTCGAATTCGGAGCTCAA |
|  |  | AGAAAACCACCCACATTCACA |
|  | *HTR8* | CGAAAAGTCACATCTTTTGGAA |
|  |  | GCGATAGGAAACAAGAATCCA |

# Supplementary material for: The histone H3 variant H3.3 regulates gene body DNA methylation in Arabidopsis thaliana
**Source:** Genome Biol. 2017 May 18;18:94. doi: 10.1186/s13059-017-1221-3
**Supplement:** Supplementary file 2 — Supplemental figures. Figure S1 Generation of h3.3KO. Figure S2 Generation of h3.3kd. Figure S3 Impact of h3.3kd on active chromatin modifications.

**Additional file2: Supplemental Figures**

**
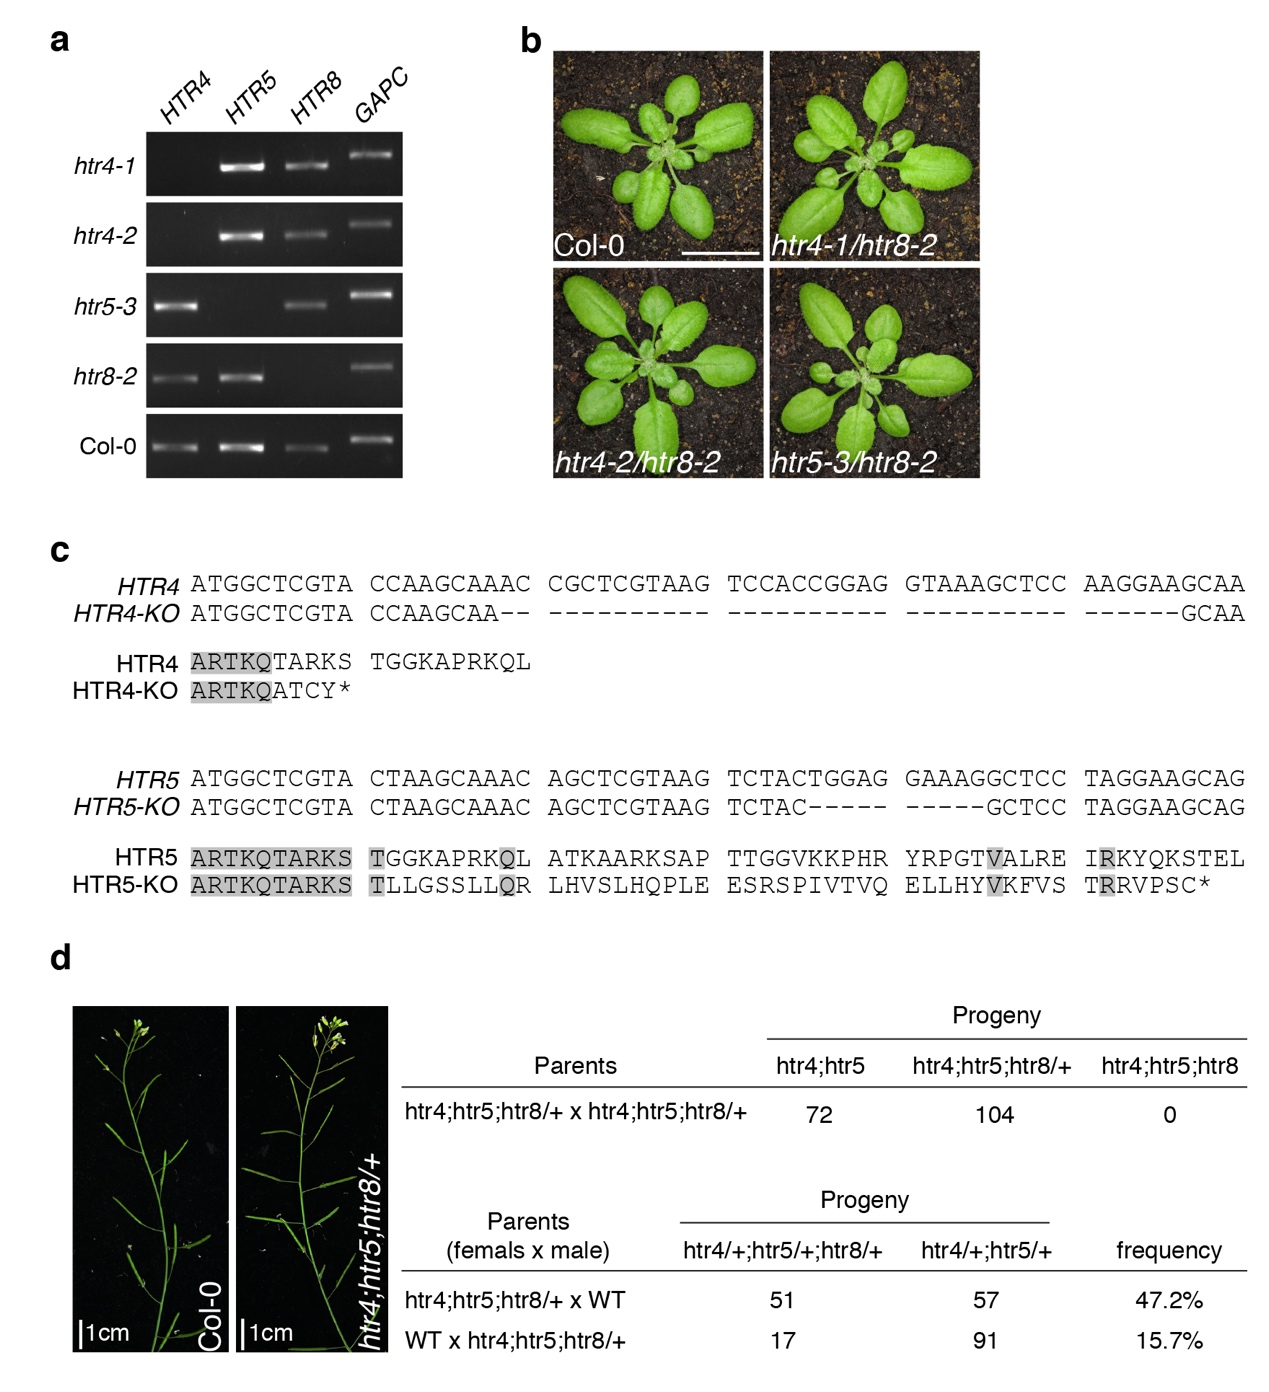
**

**Additional file 2 Figure S1: Generation of *h3.3KO*.**

(**a**) RT-PCR analysis of full-length transcript (5’ to 3’ UTR) in *H3.3* T-DNA insertion lines. (**b**) Phenotypes of three different *H3.3* double mutant combinations compared to WT. (**c**) Partial gene and protein sequence of HTR4 and HTR5 in wildtype and *htr4;htr5* CRISPR/Cas9 double mutant. (**d**) Phenotype of Col-0 wildtype and *htr4;htr5;htr8/+* siliques and frequencies of progenies obtained from crosses.

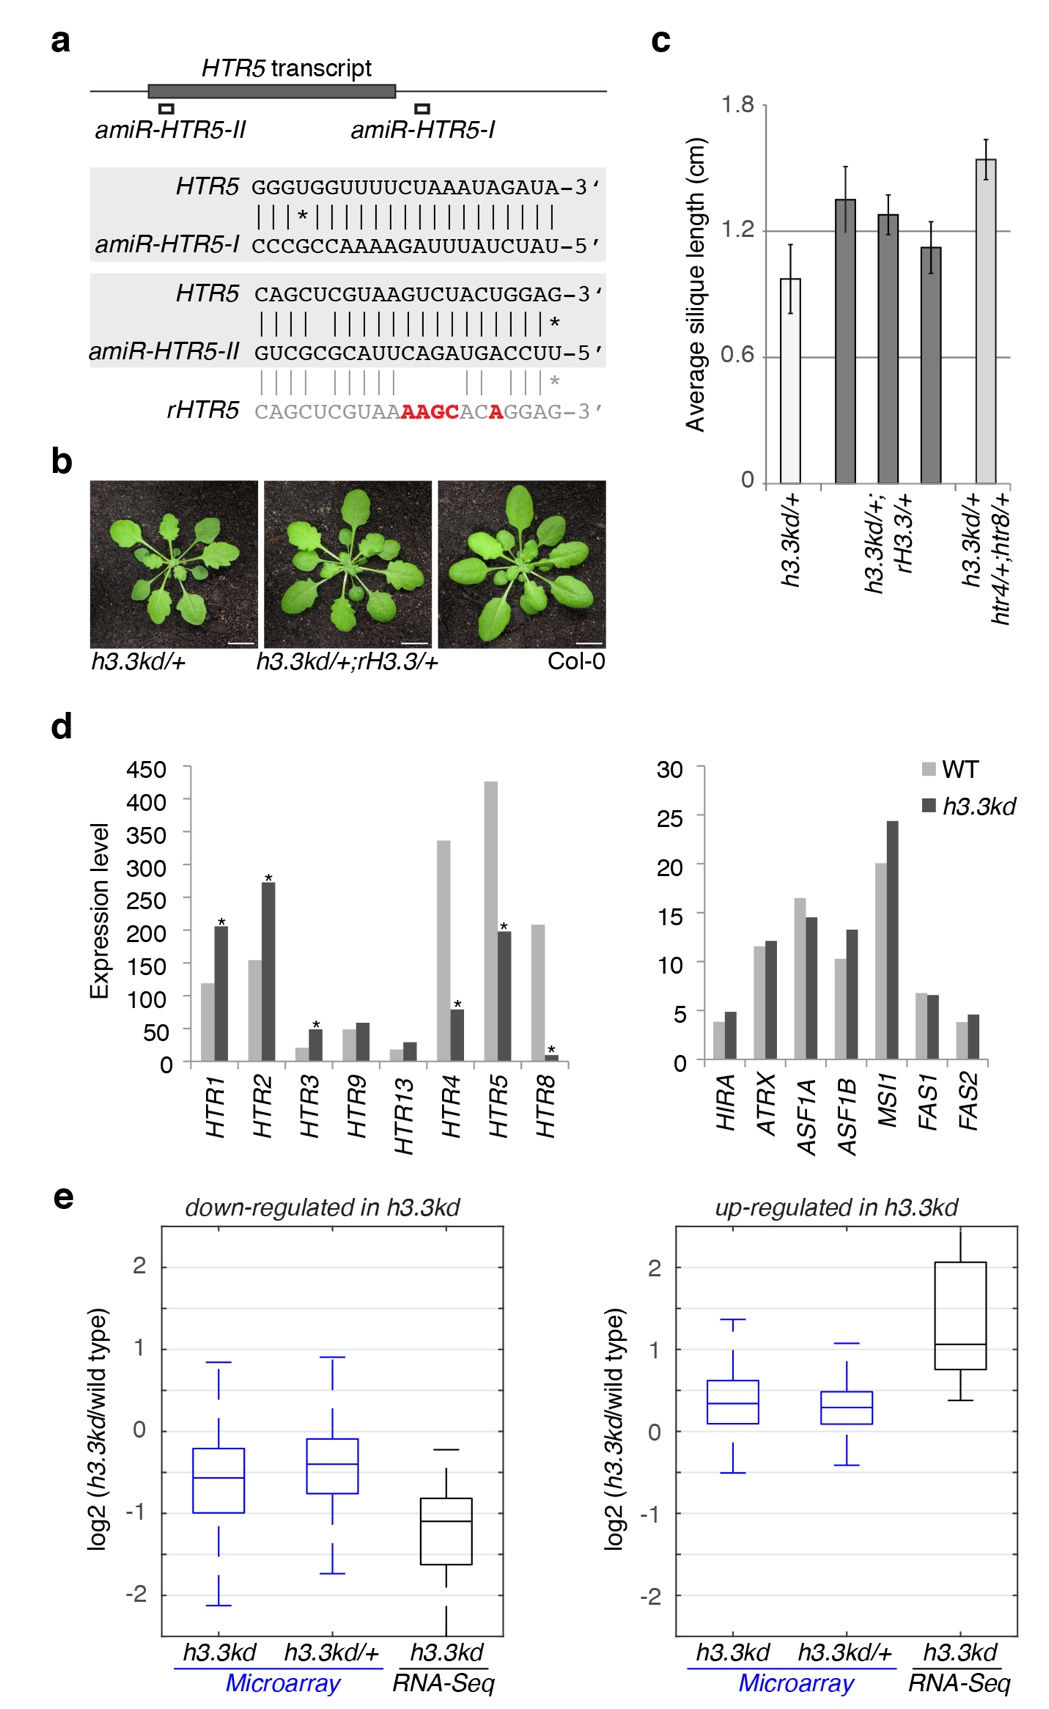

**Additional file 2 Figure S2: Generation of *h3.3kd*.**

(**a**) Sequences of the two artificial miRNAs *amiR-HTR5-I* and *amiR-HTR5-II* designed to target two different regions of the *HTR5* transcript (shown schematically on top). Design of *rHTR5* is shown at the bottom. Silent mutations within the *amiR-HTR5-II* target site ensure limited complementarity to the amiRNA. (**b, c**) Phenotypic rescue of *h3.3kd*-specific serrated leaf shape and smaller rosette size. Compared with *h3.3kd/+*, i.e. *htr4-2:htr8-2* double mutants with only one copy of the *amiR-HTR5-II* transgene (*htr4;htr8;amiR-HTR5-II/+*, left panel), a partial rescue of the reduced growth and leaf shape (**b**) and sterility measure by silique elongation (**c**) is observed in *h3.3kd/+;rH3.3/+*, i.e. *htr4-2:htr8-2* double mutants with one copy of the *amiR-HTR5-II* transgene and one copy of the *rHTR5* amiR-resistant *HTR5* transgene (*htr4;htr8;amiR-HTR5-II/+;rHTR5/+*, middle panel); three independent transgenic *rH3.3* lines. Average values reflect 10 siliques per plant from three or more plants for each genotype. (**d**) Expression levels of histone H3 variants and putative H3 chaperones from RNA-seq analysis of WT and *h3.3kd*. (**e**) Misexpression of genes in *h3.3kd* versus WT Col, downregulated genes (left panel) and upregulated genes (right panel). Trends from genes misexpressed in RNA-Seq profiles (black) are similar to microarray-based profiles (blue).

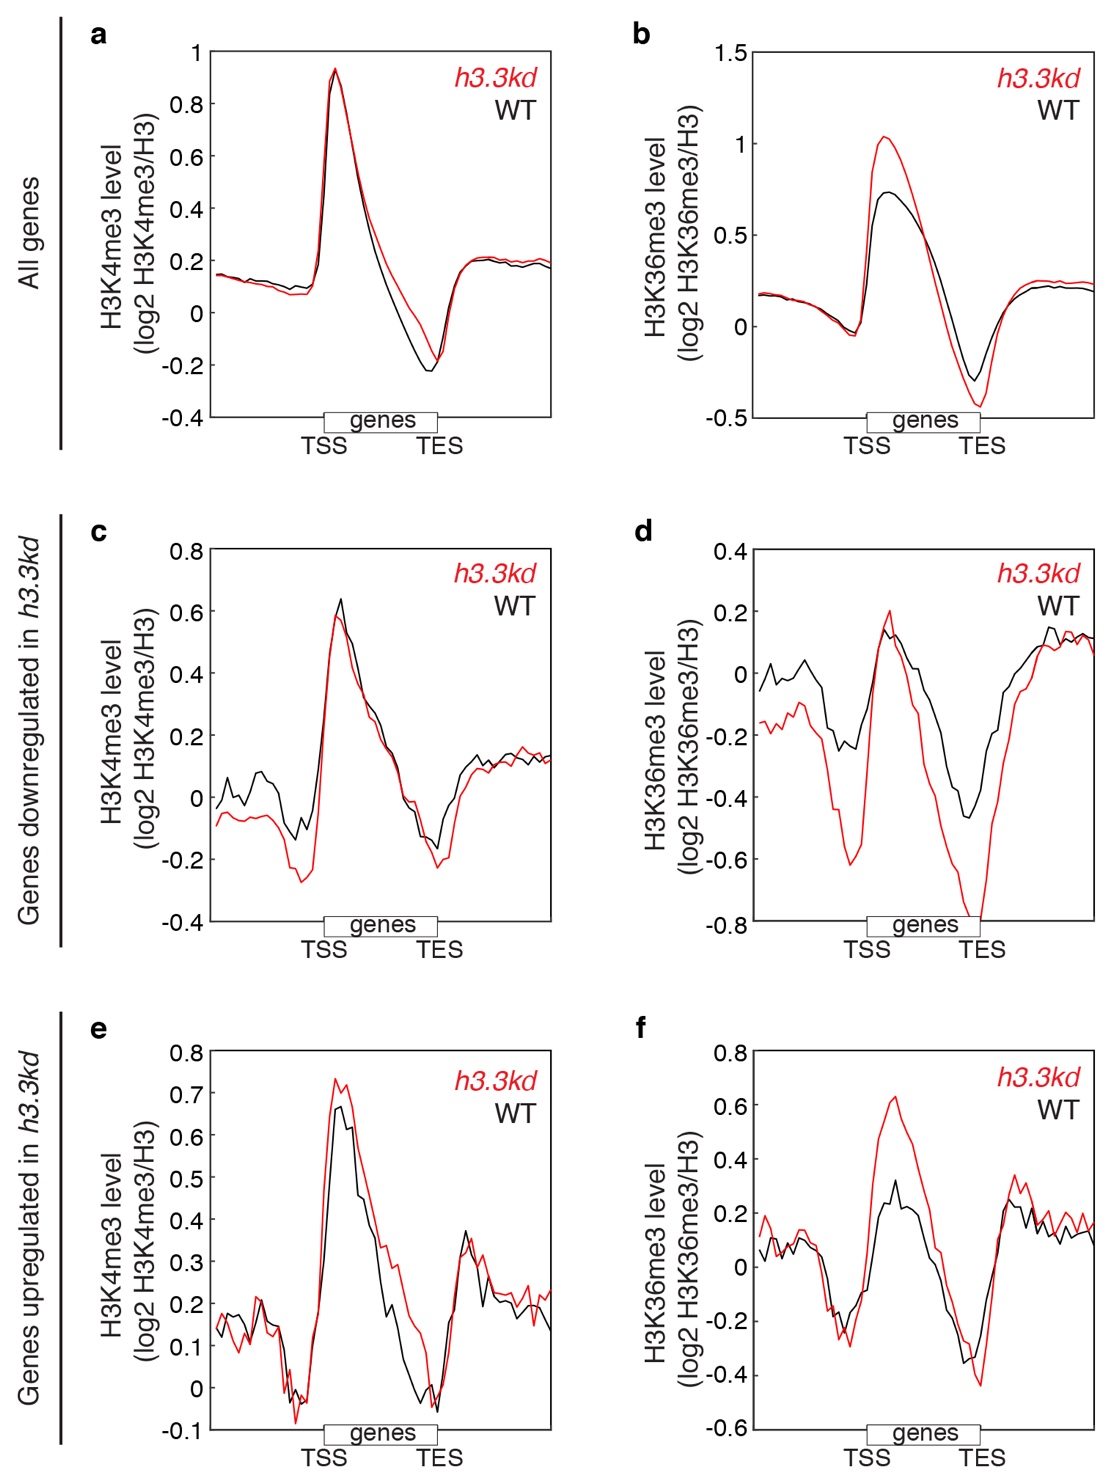

**Additional file 2 Figure S3: Impact of *h3.3kd* on active chromatin modifications.**

(**a**) ChIP-seq profiles depicting the enrichment of H3K4me3 in WT and *h3.3kd* over all genes. (**b**) ChIP-seq profiles depicting the enrichment of H3K36me3 in WT and *h3.3kd* over all genes. (**c, d**) ChIP-seq profiles depicting the enrichment of H3K4me3 (**c**) and H3K36me3 (**d**) in WT and *h3.3kd* over genes downregulated in *h3.3kd*. (**e, f**) ChIP-seq profiles depicting the enrichment of H3K4me3 (**e**) and H3K36me3 (**f**) in WT and *h3.3kd* over genes upregulated in *h3.3kd*.

How the deposited data were processed for this re-analysis (not part of the article)

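ChIP-seq of H3, H3K4me3, H3K36me3, H2A.Z and H1 was done on WT and *h3.3kd* seedlings, with 2 replicates per genotype and antibody, 20 libraries in all. The authors mapped the reads to TAIR10 with Bowtie, allowing mismatches, kept reads that map to 1 place, removed reads at the same coordinates, and deposited the list of positions of the remaining reads for each library. The values are positions of single reads, not normalized. In 16 libraries each read has a strand. In the other 4, replicate 2 of H3K4me3 and of H2A.Z in both genotypes, the deposited lists have no strand and no organelle reads and allow 2 reads per position, and the sources used here do not say why. This difference in processing coincides with the replicate number, so differences within replicate 1 and within replicate 2 are given beside the means. Depth was 8688846 to 53927583 reads per library in WT (median 22648682) and 10829576 to 68090065 in *h3.3kd* (median 18815571.5), and the smallest library held 12.8% of the reads of the deepest. Intervals from such counts would cover counting error alone, so the spread between replicates is given instead.

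Reads were placed by their leftmost base on TAIR10.1, with 50 bp per read, and no read ran past the end of a chromosome. Reads were counted over 26199 protein-coding genes of at least 500 bp and flanks as long as the gene, in 20 bins per section; 8 genes whose flanks ran off a chromosome end were left out. Each library was scaled to 1000000 reads, after the methods of the paper, which divide by the number of uniquely mapping reads. For regions and profiles, the mean density of a mark over genes was divided by that of the H3 library with the same genotype and replicate number, on the log2 scale. The paper does not state how H3 libraries were assigned to the libraries of a mark. Expression values are the FPKM in WT that the paper gives for misregulated genes in Additional files 3 and 4; FPKM of the other genes was not used here.

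Gene by gene, log2 of mark over H3 was computed with a pseudocount of 0.1 reads per library of 1000000 reads, in windows with a mean of at least 10 reads. A fold change on this scale understates the change of windows with few reads. Limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3 compared 2 *h3.3kd* with 2 WT libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Limma-voom on the read counts, with an interaction of mark and genotype, was the other tool. Gene lists were tested with camera at a correlation between genes of 0.01 and with fry, and set against 10000 random lists matched on the level in WT. Regional values were compared by exact two-sided permutation tests, whose smallest p is 0.333. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

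The fits were tested on simulated data with 200 changed windows each. The reads were drawn independently for each library with the same noise throughout, and without the differences in shape between the real libraries. The rates below hold for that setting and need not hold for these libraries. For H3K4me3 and H3K36me3 over the 5′ part, H2A.Z and H1 over the 3′ part and H1 in promoters, limma recovered 17, 12, 50, 37 and 1% of log2 changes of 1, and 90, 86, 100, 100 and 29% of changes of 2. Between 4.46% and 9.26% of its calls were false. Limma-voom recovered 45, 42, 65, 55 and 27% and 97, 94, 99, 100 and 79%, with between 3.12% and 9.33% false calls. Fits that leave out 1 library were not simulated.

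The settings tried were no H3 denominator, the pooled H3 libraries of a genotype as denominator, log2 ratios averaged gene by gene, a pseudocount of 0.5, library sizes from the 5 chromosomes alone, reads thinned to the smallest library, reads moved by 75 bp toward the fragment centre, no minimum of gene length and no filter on low windows. Others were limma-voom, a replicate block, a correction for GC content by loess with a span of 0.3, other window borders and leaving out each library in turn. These settings, the tests and the rule for naming genes were fixed before the data were examined. The H3 replicate 1 denominator and a correction for reads lost to duplicate removal, estimated in tiles of 50 bp, were added after that.

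By that rule the text names *HTR4*, *HTR5* and *HTR8*, with the 1 kb upstream of *HTR5* and the microRNA precursor gene, *HON1*, *HON2* and *HON3*, and called genes. For H3K36me3 over the 5′ part and for H2A.Z and H1 over the 3′ part, these are the 2 genes with the largest rise and the 2 with the largest fall. They need an adjusted p under 0.05, a window mean of at least 50 reads and both *h3.3kd* libraries beyond both WT libraries. AT1G75945 and the genes at stretches without reads lie outside the rule and were chosen after their values were seen.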

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

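The tests below were chosen only after the result was seen, apart from the test of the positions beside the stretches without reads and the reads in the 1 kb upstream of *HTR5*, which were set beforehand.

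Outside *HTR4* and *HTR8*, a scan for stretches of at least 35 positions without a read in the 10 *h3.3kd* libraries, and with at least 80 reads in the 10 WT libraries, found 4 stretches, which the paper does not report. Positions are those of leftmost bases on TAIR10.1, and the genes were chosen after their values were seen. On chromosome 1, 48 positions from 9336209 to 9336256 lie in coding exon 2 of 2 of AT1G26930, which encodes a kelch repeat protein, and held 103 reads in WT. Also on chromosome 1, 54 positions from 21457808 to 21457861 lie in AT1G58025, which encodes a bromodomain protein, in an intron or outside the transcript depending on the isoform, and held 109 reads. A stretch of 329 positions from 23389999 to 23390327, in a coding exon of the pentatricopeptide repeat gene AT1G63080 on chromosome 1, held 212 reads. On chromosome 5, 206 positions from 971186 to 971391 lie in an intron of AT5G03710 and, depending on the isoform, in an intron of *HSFA3* (AT5G03720) or outside its transcript, and held 451 reads. Each WT library had reads at each stretch, and none of the 10 *h3.3kd* libraries had any.

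At least 104 reads were to be expected in *h3.3kd* at each stretch. The scan asked for at least 80 reads in WT, so this number largely follows from the selection. The 50 bp on both sides held 193, 247, 447 and 135 reads in *h3.3kd*, in the order above, which argues against low depth there. The libraries of each replicate number had no reads where at least 36.9 were to be expected. This cannot weigh loss in 1 library preparation, since the scan kept only stretches empty in all 10 *h3.3kd* libraries. The same scan with the genotypes exchanged found 0 stretches, against 6 in *h3.3kd* with those of *HTR4* and *HTR8*, which argues against a threshold met by chance in either genotype. In the 50 bp on both sides, *h3.3kd* had 88.3%, 126%, 104% and 102% of the reads to be expected, in the order above, so the loss ends abruptly. A candidate explanation is a further insertion, deletion or other sequence difference in the *h3.3kd* plants. An insertion alone empties fewer start positions than the 50 bp of a read, and the stretches of 54, 206 and 329 positions, like that of 95 positions in *HTR8*, are longer than that. Whether these come from the insertion lines, from the transformation or from the parent plants was not tested, and neither was a biological effect of the loss of H3.3.

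The 1 kb upstream of *HTR5* had more reads in *h3.3kd* than in WT, by a log2 of 0.61 over all libraries, in a region that the paper does not analyse by ChIP-seq. Enrichment by single antibodies is argued against, since the lowest of the 10 pairs of libraries, which cover all 5 antibodies, was still at 0.33. The rise ended 1750 bp upstream of the TSS, where it went from 0.88 in 1 step of 250 bp to -0.021 in the next. The border was measured in the reads of all libraries added up and not for each antibody. It is consistent with extra copies of the *HTR5* promoter in the transgene, which the paper describes. The number of copies was not estimated, and no effect of the genotype on chromatin at this place can be read from the rise.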

How the results depend on the processing

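The H3 replicate 1 denominator and the correction for duplicate removal were chosen only after results had been seen; the other settings were set beforehand. In the H3 replicate 1 and pooled H3 settings both replicates of a genotype share a denominator, whose noise is then missing from the spread. The 20 regional values and relations and the 5 counts of called genes were recomputed in 329 alternatives, 286 set beforehand and 43 added later. Of 245 alternatives for values, 209 moved the value by less than 1 SD between replicates, and of 84 for counts, 44 stayed within 1.5 times. Reads moved by 75 bp could not be run for H3K4me3 and H2A.Z, whose replicate 2 has no strand.

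The sign was the same in all alternatives for 6 of the 20 values. These were H3K36me3 over the 3′ part (-0.16 to -0.058), H2A.Z over the 5′ part (-0.30 to -0.021), H3K36me3 and H3K4me3 over the 5′ part of upregulated genes (0.014 to 0.24 and 0.044 to 0.15), and the relations of the H2A.Z change to FPKM (rho 0.141 to 0.437) and to H3K4me3 quintile (0.27 to 0.51). For H3K36me3 in upregulated genes, 0.014 is the mean gene by gene with all libraries. That mean turned negative without WT replicate 1 (-0.082) and without *h3.3kd* replicate 2 (-0.054). Those 2 values belong to the list tests and were not counted among these alternatives. In the exact permutation test of 2 libraries against 2 none of the differences can pass a threshold, and the relations have no test.

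Of the values whose genotypes did not overlap and the relations with FPKM, 3 reversed. H3K4me3 over the 5′ part (0.016) became -0.012 with pooled H3 and -0.020 with H3 replicate 1. H1 in gene-poor windows (-0.12) became 0.046 without H3, 0.015 with pooled H3 and 0.19 with H3 replicate 1. The rho of the H1 change with FPKM (0.0844) became -0.283 without H3, -0.16 with H3 replicate 1 and -0.0205 without *h3.3kd* replicate 2, with a range of -0.0205 to 0.168 over the libraries left out. The cause was not tested, apart from the denominator for gene-poor windows, which is weighed with the other observations. The other values that changed sign in some setting had overlapping genotypes, apart from the relation of the H1 change to H3K4me3 quintile, which has no test.

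Other values moved by more than 1 SD. Without H3, they were 0.083 for H3K4me3 over the 5′ part, -0.083 for H3K36me3 over the 3′ part, -0.13 for H1 in promoters, -0.31 for H3K36me3 in promoters of downregulated genes, 0.15 for H3K4me3 over the 5′ part of upregulated genes, and 0.15 for the rho of H2A.Z. With H3 replicate 1, they were -0.058 for H3K36me3 over the 3′ part, 0.11 and 0.088 for H2A.Z and H1 over the 3′ part, -0.19 for H1 in promoters, -0.42 and -0.15 for H3K36me3 and H3K4me3 in promoters of downregulated genes, -0.069 for H3K4me3 over their 5′ part, and 0.141 for the rho of H2A.Z. Pooled H3 gave 0.00782 for the rho of H1. Averaging log2 ratios gene by gene gave 0.00044 and -0.041 for H3K4me3 and H3K36me3 over the 5′ part, and 0.014 for H3K36me3 in upregulated genes. Over the last 25% of the gene, H2A.Z was 0.11 and H3 alone -0.0063. The correction for duplicate removal gave 0.054 and 0.15 for H3K4me3 over the 5′ part of all and of upregulated genes. In the lists taken alone, rho for H2A.Z was 0.241 in downregulated and 0.437 in upregulated genes, and for H1 0.0379 in upregulated genes. The cause was not tested.

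Counts of called genes are given in the order H3K4me3 and H3K36me3 over the 5′ part, H2A.Z and H1 over the 3′ part, and H1 in promoters; limma called 0, 2, 0, 0 and 0, and limma-voom 0, 0, 0, 0 and 0. At an unadjusted p under 0.05, limma found 838 genes higher and 267 lower for H3K4me3, 324 and 546 for H3K36me3, 1034 and 1066 for H2A.Z, 190 and 531 for H1 over the 3′ part, and 544 and 134 for H1 in promoters. The balance of these depended on the denominator. In each test apart from H2A.Z, the higher and lower genes together were fewer than that threshold gives by chance. Without H3 the numbers higher and lower were 48 and 70, 543 and 268, 3026 and 137, 552 and 75, and 22 and 695, and with H3 replicate 1 1181 and 1696, 850 and 1927, 4742 and 2659, 2862 and 1675, and 509 and 4026, in the same order. Among genes called, pooled H3 gave 346, 5, 98, 72 and 94, and H3 replicate 1 420, 234, 274, 41 and 862. With libraries left out in turn, where the lone sample is assumed to vary like the others, the counts ran from 1 to 1393, 3 to 23, 0 to 5464, 0 to 677 and 0 to 0. The largest counts were 1393 for H3K4me3, 23 for H3K36me3 and 677 for H1, all without WT replicate 1, and 5464 for H2A.Z without WT replicate 2. For H3K36me3 the count was 1 without H3, 1 with a pseudocount of 0.5, 9 with thinned reads, 4 without a length minimum, and 0 without the filter on low windows. A GC correction gave 39 for H3K36me3 and 94 for H2A.Z. Over 32 combinations of a named gene and a test, 516 of 538 alternatives kept the call or its absence, 11 gained a call, 11 lost it, and 0 reversed.

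The replicate numbers are not known to pair the samples. The correlation of the deviations of same-numbered libraries was 0.034, 0.18, 0.025, 0.014 and -0.071, in the order above, over only 2 pairs. For the marks alone, not divided by H3, it was 0.76, -0.053, 0.59, 0.37 and 0.35, so the libraries of a mark with the same number deviated together in all but H3K36me3. For H3K4me3 and H2A.Z the format of the lists goes with the number as well. A block for the number was fitted with the H3 denominator only, so the counts without H3 do not allow for it. With the replicate number as a block, limma called 28, 14, 28, 12 and 3, and with a GC correction and the block 60, 155, 658, 41 and 7. On simulated data, which had no effect of the replicate number, the block fit made between 14.0% and 27.6% false calls. With the GC correction and the block, *HTR5* and *HTR8* were called for H2A.Z over the 3′ part (adjusted p = 0.00123 and 0.0109 from limma).

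The list tests also moved with the denominator and the libraries. Each list had 8 alternatives, and all values here are unadjusted. Camera for H3K36me3 in promoters of downregulated genes gave 0.0453 as reported, 0.000403 without H3, 0.0197 with pooled H3, 0.000235 with H3 replicate 1, 0.00939 without WT replicate 2 and 0.000945 without *h3.3kd* replicate 2, all lower than other genes, but 0.545 without WT replicate 1 and 0.677 without *h3.3kd* replicate 1. For H3K36me3 over the 5′ part of upregulated genes it gave 0.216 as reported and was under 0.05, higher than other genes, with H3 replicate 1 (0.0297), without WT replicate 2 (0.00146) and without *h3.3kd* replicate 1 (0.0126). For H3K4me3 over the 5′ part of upregulated genes the same held without H3 (8.66e-06), with H3 replicate 1 (0.00182) and without WT replicate 2 (0.0029), against 0.151 as reported. Downregulated genes were lower than other genes for H3K4me3 in promoters without H3 (0.00166), with H3 replicate 1 (0.0132) and without WT replicate 2 (0.00851), and over the 5′ part without H3 (0.000224) and with H3 replicate 1 (0.0472). With the replicate block the camera values were 0.0471 for H3K36me3 in promoters of downregulated genes and above 0.05 for the other lists.

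Fry, which tests a list alone, was under 0.05 in fewer settings. For H3K36me3 in promoters of downregulated genes it was 0.0393 with H3 replicate 1 and 0.0623 without H3. For H3K4me3 in promoters of downregulated genes it was 0.00556 without WT replicate 1, with a rise, and 0.00536 without WT replicate 2, with a fall. For H3K4me3 over the 5′ part of upregulated genes it was 0.0388 as reported, 0.0452 with the replicate block, and between 0.105 and 0.268 with a library left out.

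What depth limits at single genes was not tested apart from the spread between libraries. In promoters, limma recovered 29% of simulated log2 changes of 2 and limma-voom 79%, at the same depth but without differences in shape between libraries.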

Differences from the paper's values

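The comparison with single replicates and the H3 replicate 1 denominator were chosen only after the values were seen; the other settings named here were set before the data were examined.

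The paper's maximum of log2 H2A.Z/H3 over the gene in *h3.3kd* is about 0.66 in Fig. 3a, read by eye, and it was 0.53 ± 0.13 (SD, n = 2) here. A value is counted here as differing where its gap to the paper's value was larger than 1 SD of the 2 replicates. That SD does not cover the error of reading by eye, and larger gaps were not counted where the replicates lay apart. For the H2A.Z maximum in WT, about 0.86 stood against 0.67 ± 0.24 (SD, n = 2). For the H3K36me3 minimum before the TSS of downregulated genes in WT, about -0.25 stood against -0.53 ± 0.33 (SD, n = 2). Without *h3.3kd* replicate 2 the H2A.Z maximum in *h3.3kd* was 0.61 and no longer differed. It still differed with pooled H3, with log2 ratios averaged gene by gene, with library sizes from the 5 chromosomes alone, with thinned reads, without a length minimum and without *h3.3kd* replicate 1.

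The paper's mean of log2 H1/H3 over the 3′ part in *h3.3kd* is about 0.18 in Fig. 3e, read by eye, and it was 0.14 ± 0.016 (SD, n = 2) here. Only with pooled H3 (0.14), where the replicates lie further apart, did it not differ. It differed in the other settings of the paragraph above, with reads moved by 75 bp and with either replicate left out.

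The paper's maximum of log2 H3K4me3/H3 is about 0.93 in WT and about 0.93 in *h3.3kd* in Figure S3a, read by eye. Here it was 0.90 ± 0.018 (SD, n = 2) in WT and 0.89 ± 0.012 (SD, n = 2) in *h3.3kd*. With pooled H3, where the replicates lie further apart, 0.92 in WT and 0.89 in *h3.3kd* did not differ, and both differed with log2 ratios averaged gene by gene, with library sizes from the 5 chromosomes, with thinned reads, without a length minimum and with either replicate of the genotype left out.

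The paper states that H1 invades gene bodies in *h3.3kd*. Over the 3′ part the difference here was -0.00036, and over the 5′ part -0.064. A rise over the 3′ part was found between the replicate 1 libraries (0.095), without the H3 denominator (0.062), with pooled H3 (0.011), over the last 25% of the gene (0.015), with reads moved by 75 bp (0.00044), without WT replicate 2 (0.082) or *h3.3kd* replicate 2 (0.012), and with the H3 replicate 1 denominator (0.088), chosen after the values were seen.

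The paper states that H3K36me3 is reduced in promoters of downregulated genes. The difference here was 0.0011. It was negative between the replicate 1 libraries (-0.37), without the H3 denominator (-0.31), with pooled H3 (-0.055), with log2 ratios averaged gene by gene (-0.12), with thinned reads (-0.0088), with reads moved by 75 bp (-0.0034), over 500 bp before the TSS (-0.055), without WT replicate 2 (-0.20) or *h3.3kd* replicate 2 (-0.16), and with the H3 replicate 1 denominator (-0.42), chosen after the values were seen. The mean change gene by gene, -0.12, was below that of the other genes.

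The paper states that H2A.Z increases over gene bodies, above all toward the 3′ end. Over the 3′ part it was higher here by 0.022, and over the 5′ part it differed by -0.16; no setting gave a rise over the 5′ part. Fig. 3a also has a lower maximum in *h3.3kd* than in WT.

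The paper states that H3K4me3 does not accompany changes in transcription. In upregulated genes the 5′ part was higher in *h3.3kd* by 0.082, with both *h3.3kd* libraries above both WT libraries, while camera gave an adjusted p = 0.308 from limma and fry an unadjusted value of 0.0388. The unadjusted camera value without the H3 denominator was 8.66e-06 and that of fry 0.269.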

Other observations

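Chosen only after the result was seen were all tests of the H3 library of WT replicate 2, that of its GC content included, the exchanges of H3 libraries, the comparison of figure values with single replicates, the correction for duplicate removal, the H3 replicate 1 denominator and the weighing of the H3 denominator as an explanation.

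Replicate 2 of H3 in WT lacked the dip of H3 density before the TSS that the other H3 libraries had. Its log2 ratio of promoter to 3′ part was 0.011. At matched GC content it was still 0.044, where the highest of the other H3 libraries was -0.20, which argues against a GC bias as the whole cause. Thinned to its depth, the other H3 libraries kept the dip, the highest at -0.46. Random thinning leaves a ratio of mean densities nearly unchanged. It therefore argues only against counting noise at that depth, and not against another cause that goes with few reads. An exchange with an *h3.3kd* library is argued against by its 19 reads at the stretches of *HTR4* and *HTR8* that are empty in *h3.3kd*. Shorter fragments stay open. The 1 other H3 library with a strand lag as short, 90 bp, had a deep dip of -0.69, but it is a single library. Background DNA from a weak pulldown also stays open, since the share of organelle reads, 0.59% against 0.622% in replicate 1, does not decide it. No biological explanation was tested.

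Between the replicate 2 libraries, H1 and H2A.Z over the 3′ part moved the opposite way from the replicate 1 libraries, by -0.096 and -0.087 against 0.095 and 0.13. With both H3 replicate 2 libraries exchanged for replicate 1, the replicate 2 differences became 0.081 for H1 and 0.090 for H2A.Z, in the direction of replicate 1, so the H3 libraries may account for the opposite signs. With WT H3 replicate 2 alone exchanged, they became -0.014 and -0.0051, and with *h3.3kd* H3 replicate 2 alone exchanged -0.00078 and 0.0082, in the same order. Each exchange moved the differences by about as much, so WT H3 replicate 2 does not stand out from the other. These are single libraries with no spread of their own, so an effect of that library alone cannot be told apart from an effect of both. The unlike strand lags of the H1 libraries were not weighed.

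Figure values of the paper lay nearer to replicate 1 here. Of 16 values read by eye from Fig. 3 and Figure S3, 13 were nearer to the value of replicate 1 than to that of replicate 2. The median gap was 0.0282 to replicate 1, 0.153 to replicate 2 and 0.063 to the mean of both. Which libraries the figures used is not named in the text of the paper.

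H2A.Z over the 5′ part was lower in *h3.3kd* between the replicate 1 (-0.22) and the replicate 2 libraries (-0.11). Without the H3 denominator the fall was -0.096, with a pooled SD of 0.0236, which argues against the denominator as the whole cause. In 5 classes of genes by GC content, without the denominator, both pairs fell in each class, the least by -0.061, which argues against a GC bias. Duplicate removal in the deep replicate 2 libraries stays open. With lost reads added back the replicate 2 difference was -0.052, from 1 library per genotype, while that of replicate 1 was -0.22 and the mean -0.14, against a pooled SD of 0.16 before the correction. The loss of H3.3 is the biological difference of the design and stays open as well. A weaker pulldown of H2A.Z in *h3.3kd* was not weighed.

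The change of H2A.Z over the 3′ part was higher in genes with more H3K4me3 over the 5′ part in WT, a mark of transcribed genes and not a measure of expression. It was -0.17 in the lowest of 5 classes of genes and 0.22 in the highest, a difference of 0.39, with 0.48 between the replicate 1 libraries and 0.31 between the replicate 2 libraries. Split into 3 classes by GC content, the lowest difference of any class and pair was 0.27, and by gene length 0.24. After the correction for duplicate removal it was 0.23 between the replicate 2 libraries, and without the H3 denominator 0.18. These values argue against GC content, gene length, duplicate removal and the denominator as the whole cause. A weaker pulldown of H2A.Z in *h3.3kd* was not weighed, and the classes lay nearer together there. In the lowest class log2 H2A.Z/H3 was 0.41 and 0.48 in replicates 1 and 2 of WT, and 0.31 and 0.24 in *h3.3kd*. In the highest class it was -0.62 and -0.31 in WT, and -0.24 and -0.24 in *h3.3kd*. A dependence of the H2A.Z gain on transcription in *h3.3kd* is thus a hypothesis, found and tested on the same 4 H2A.Z libraries. The WT H3K4me3 libraries that rank the genes are also deep in replicate 2, and this was not weighed apart. For H1 the same difference was 0.056, and it was -0.021 without the H3 denominator and -0.011 without WT replicate 1.

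In the 238 of 1188 windows of 100 kb with the least protein-coding sequence (up to 34.4% of the window), log2 H1/H3 was 0.15 ± 0.080 (SD, n = 2) in WT and 0.027 ± 0.0095 (SD, n = 2) in *h3.3kd*, a difference of -0.12, with -0.061 and -0.19 within replicates 1 and 2 (exact two-sided permutation test, p = 0.333, the smallest possible). Without the H3 denominator the difference was 0.046, so the fall may come from the H3 libraries.

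H3 alone over the 3′ part of all genes was 3.53 ± 0.058 (SD, n = 2) in WT and 3.59 ± 0.067 (SD, n = 2) in *h3.3kd*. This is log2 of the mean number of reads per gene in that part, in a library scaled to 1000000 reads. The difference of 0.063 combined -0.026 between the replicate 1 libraries with 0.15 between the replicate 2 libraries (exact two-sided permutation test, p = 0.667), and over the last 25% of the gene it was -0.0063. Read numbers divided by the library total cannot show whether the absolute amount of H3 changed, and the same limit holds for the other antibodies. The paper measured H3 and H4 protein by western blot and found less of both in *h3.3kd*.

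The genes of H3.3 and H1 were not called by limma in any of the 5 tests. *HTR5* had the largest change of H2A.Z over the 3′ part among them, 1.06 (adjusted p = 0.571 from limma). It passed in 4 of 16 alternatives, with adjusted p from 2.84e-07 to 1.00 from limma, among them without WT replicate 1 (change of 0.82), without WT replicate 2 (1.30) and with a GC correction (1.02). Reads upstream of this gene also rose in *h3.3kd*. For *HTR8* the change of H2A.Z was 0.82, called in 2 of 16 alternatives, among them without WT replicate 1 (1.06), and that of H1 over the 3′ part was 0.99, called in no alternative. *HON1* (AT1G06760, chromosome 1, 2076504 to 2077767) rose by 0.72 for H3K4me3 and 0.84 for H3K36me3 over the 5′ part, with both *h3.3kd* libraries above both WT libraries, but without the H3 denominator the changes were -0.025 and 0.093, and neither was called in any alternative. Without WT replicate 1 it was called lower for H2A.Z (-1.04) and for H1 (-0.92) over the 3′ part, but without WT replicate 2 the changes were -0.034 and 0.33, and with all libraries -0.54 and -0.29. *HON2* (AT2G30620, chromosome 2, 13044931 to 13046682) was called higher for H2A.Z without WT replicate 2 (0.57), with a change of 0.19 with all libraries and -0.20 without WT replicate 1. *HON3* (AT2G18050, chromosome 2, 7845923 to 7847031) was called lower for H1 in its promoter with the H3 replicate 1 denominator (-1.42), and *HTR8* lower for H3K36me3 over the 5′ part in the same setting (-1.04). As reported these changes were -0.81 and -0.47, and without *h3.3kd* replicate 1 -1.33 and 0.16, against -0.30 and -1.10 without *h3.3kd* replicate 2.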
